# C3G Regulates STAT3, ERK, Adhesion Signaling, and Is Essential for Differentiation of Embryonic Stem Cells

**DOI:** 10.1007/s12015-021-10136-8

**Published:** 2021-02-23

**Authors:** Vijay V. Vishnu, Bh. Muralikrishna, Archana Verma, Sanjeev Chavan Nayak, Divya Tej Sowpati, Vegesna Radha, P. Chandra Shekar

**Keywords:** C3G, RAPGEF1, Knock out, STAT3, ERK, Differentiation, Self-renewal, Transcriptome analysis, Adhesion, E14Tg2a mouse embryonic stem cells

## Abstract

C3G (RAPGEF1), engaged in multiple signaling pathways, is essential for the early development of the mouse. In this study, we have examined its role in mouse embryonic stem cell self-renewal and differentiation. C3G null cells generated by CRISPR mediated knock-in of a targeting vector exhibited enhanced clonogenicity and long-term self-renewal. They did not differentiate in response to LIF withdrawal when compared to the wild type ES cells and were defective for lineage commitment upon teratoma formation in vivo. Gene expression analysis of C3G KO cells showed misregulated expression of a large number of genes compared with WT cells. They express higher levels of self-renewal factors like KLF4 and ESRRB and show high STAT3 activity, and very low ERK activity compared to WT cells. Reintroduction of C3G expression in a KO line partially reverted expression of ESRRB, and KLF4, and ERK activity similar to that seen in WT cells. The expression of self-renewal factors was persistent for a longer time, and induction of lineage-specific markers was not seen when C3G KO cells were induced to form embryoid bodies. C3G KO cells showed poor adhesion and significantly reduced levels of pFAK, pPaxillin, and Integrin-β1, in addition to downregulation of the cluster of genes involved in cell adhesion, compared to WT cells. Our results show that C3G is essential for the regulation of STAT3, ERK, and adhesion signaling, to maintain pluripotency of mouse embryonic stem cells and enable their lineage commitment for differentiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12015-021-10136-8.

## Introduction

Pluripotent stem cells are characterized by a fine balance between self-renewal and their ability to differentiate to all cell types [1]. The interaction between the pluripotency factor network, signaling pathways, and epigenetic factors, establish and maintain pluripotency of stem cells [2]. Pluripotency factors, OCT4, SOX2, and NANOG activate the pluripotency network and early differentiation factors. The commitment of pluripotent stem cells to differentiation is restricted by LIF and BMP4 through activation of STAT3 and Id proteins respectively [3]. In addition, mechanical signals and cell adhesions originating from the physical interaction of pluripotent cells with their micro-environment affects cell fate decisions [4]. While the function of pluripotency factors, signaling pathways, and mechanical signals is appreciated in the regulation of pluripotency, the molecules and mechanisms controlling and connecting these pathways are poorly understood.

The guanine nucleotide exchange factor, C3G (RAPGEF1) is ubiquitously expressed and well conserved across vertebrates [5]. Mammalian C3G is a 140 kDa protein with a catalytic domain responsible for exchange factor activity in the C-terminus, a proline-rich protein interaction domain in the central region, and an N-terminal E-cadherin binding domain. It is engaged in response to growth factor, adhesion, and mechanical signals, and has effector functions dependent on its catalytic activity, as well as protein interactions. The small GTPases, Rap1, R-Ras, TC21, TC10, and MAPK pathways are regulated by C3G [6–8]. C3G and Rap1 play a major role in inside-out, and outside-in cell adhesion signaling [9, 10]. C3G is involved in signaling to gene expression and cytoskeletal reorganization, and therefore regulates diverse cellular responses like proliferation, adhesion, migration, survival, and differentiation. Mutations and deregulation of C3G expression are associated with a variety of disorders [11, 12].

C3G protein and transcripts are present in preimplantation embryos [13] and its expression is essential for embryogenesis. Mouse embryos lacking C3G die shortly after implantation [7]. Embryonic fibroblasts from KO mice expressing human C3G under Cre recombinase were defective in cell adhesion and spreading, and showed accelerated migration upon Cre activation. Mice expressing a hypomorphic allele of human C3G survived until later developmental stages (E14.5), with abnormalities in brain development [14, 15]. C3G is required for skeletal muscle and neuronal differentiation in vitro; [16, 17]. Expression of constitutively active C3G in hematopoietic stem and progenitor cells enhanced their differentiation and depleted progenitor cell population in the spleen [18].

The phenotype of mouse embryos lacking C3G suggested its role in regulating adhesion and lineage differentiation during post-implantation development. The function of C3G in mouse embryonic stem cells (mESCs) is not known, which prompted us to investigate its function in the maintenance of pluripotency. Using the mouse ES cell line, we show that the absence of C3G alters STAT3 and ERK signaling, expression of self-renewal factors, and adhesion properties, resulting in sustained self-renewal and resistance to differentiation.

## Material and Methods

### Embryonic Stem Cell Culture and Cell Line Generation

E14Tg2a mouse embryonic stem cells were cultured in ES cell media containing GMEM, 100 μM β-mercaptoethanol, supplemented with 1000 U/ml LIF, sodium pyruvate, non-essential amino acids, and 10% fetal calf serum in 0.1% gelatin-coated plates in a humidified atmosphere with 5% CO_2_ at 37 °C. For the generation of C3G null E14Tg2a cells, 1 million cells were nucleofected with knockout and HDR plasmid. pU6 GFP plasmid expressing Cas9 without the guide RNA was used as vector control (VC) for the experiment. After nucleofection cells were plated on a pregelatinized P100 plate in ESC media. The cells were selected with Puromycin for 7 days. Colonies were picked from the P100 Plate onto each well of a 96 well plate and were cultured until 70% confluency in replicas. Protein was isolated from one of the replica plates and knockouts were confirmed by western blotting. Full-length C3G cDNA was cloned into pFBEK plasmid under the control of the EF1α promotor (pFBEK-C3G). For the reintroduction of C3G into null cells, two million C3G knockout cells were nucleofected with 2 μg of pFBEK C3G plasmid, and cells were seeded on to a 60 mm culture dish. After 24 h, C3G expression was confirmed in the lysates, by western blotting and was used for examining other proteins.

### Colony Formation and LIF Withdrawal Assay

Colony formation assay was done with Alkaline Phosphatase Detection Kit (Sigma- SCR004) as described previously [19]. For LIF withdrawal assay, cells were cultured in varying concentrations of LIF from 0 to 1000 U/L followed by alkaline phosphatase staining. The percentage of undifferentiated, mixed, and differentiated colonies were calculated and the data was plotted using Prism 8.0, *n* = 3.  ± SD of the experiment was plotted as error bar. The images were captured in bright field, 20x magnification using an Olympus IX3 microscope.

### Western Blot Analysis

Whole-cell protein was prepared from the cells using RIPA buffer. The proteins were probed with appropriate primary and secondary antibodies (Supplementary Table-1) and the blots were developed using ChemiDoc MP (BioRad). Densitometry analysis was done using Image-J. Actin was used as a control for the normalization of protein in all the samples. The data were plotted as mean normalized protein level relative to WT. ± SD was plotted as error bar. Data from at least three independent experiments were plotted and significance was calculated with unpaired t-test using Prism 8.0.

### qPCR

Knock out and control cells were cultured as mentioned above. Total RNA from the cells was isolated using RNAiso Plus (TaKaRa Cat. #9108/9109) as per manufacturer’s protocol. DNA was removed from the samples by incubating the samples with Turbo DNAse at 37 °C for 30 min and followed by heat inactivation of the enzyme at 65 °C for 5 min. First-strand cDNA synthesis was performed using Takara First-strand cDNA synthesis Kit (#6110A). Briefly, 1 μg of RNA was taken from each sample and was mixed with 1 μl of 50 μM oligoDT primer, 1 μl of 10 mM dNTP mix, and 5 μl DEPC water. The mixture was incubated at 65 °C for 5 min. Second strand synthesis was done by adding 1 μl of 10x RT buffer, 2 μl of 25 mM MgCl_2_, 1 μl 0.1 M DTT, 0.5 μl of RNase Out, and 0.5 μl of the superscript enzyme to the above reaction mixture. The tubes were further incubated at 50 °C for 50 min followed by heat inactivation at 85 °C for 5 min. RNA from the samples were degraded by adding 1 μl of RNase H and incubating at 37 °C for 20 min.

qPCR was done by using Power SYBR™ Green PCR Master Mix (Thermo Fisher Scientific) as per the manufacturer’s protocol with appropriate primers (Supplementary Table-2) in a 384 well PCR plate. The plate was run on QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific). The reaction conditions were as follows: 95 °C for 5 min followed by 40 cycles of 95 °C for 10 s, 60 °C for 30 s, and 72 °C for 30 s. The data were analyzed using Graph Pad Prism 8.0.

### RNA Sequencing and Data Analysis

The RNA seq was performed using NovaSeq6000. The quality assessment of Paired-End sequence reads of all the samples was done using FastQC [20]. The Alignment and identification of transcripts were done by STAR [21] using Ensembl Mouse genome (GRCm38). Comparative gene expression analysis was done between wild type versus C3G gene knockout cells. All analyses were performed within the R environment and most plots were produced with the ggplot2 package [22] and Enhanced Volcano [23]. Differential gene expression analysis was performed using DESeq2 [24]. Moderated estimation of fold change and dispersion for RNA-seq data was done with DESeq2.

Gene Ontology analysis and KEGG enrichment analysis were performed to explore the biological pathways that involve differentially expressed genes. GO analysis was conducted by the enrichGO function of cluster Profiler [25]. The *p* value of the GO term and the false discovery rate (FDR) of the p value (q-value) were calculated to find out the most relevant GO term for the genes with differential expression. Pathway enrichment analysis was performed using the KEGG Mapper.

### EB Differentiation Assay

C3G knock out cells and control cells were grown in hanging drop culture for 48 h and EB’s were transferred to –LIF media to facilitate differentiation. EB’s were collected every three days starting from day 0 till 12 days, and RNA was isolated using trizol. qPCR was done subsequently to determine the levels of pluripotency and differentiation markers in WT and knock out cell line. The data were normalized to the RNA level of Day 0 WT cells.

### Teratoma Formation and Histological Analysis

WT and C3G null cells, were trypsinized and were washed twice in PBS, and were resuspended in PBS at a final concentration of 4 × 10^4^ cells per microliter. 100 μl of the cell suspension was injected subcutaneously to the hind leg of a 6-week-old SCID mouse (5 animals in each set). After 21 days, the animals were sacrificed, teratomas resected and tumor volume was measured. For histological analysis, teratomas were fixed in buffered formalin for 72 h and embedded in paraffin wax blocks. 5 μm sections were taken and H&E and Masson’s trichrome staining were carried out according to standard procedures. The images were captured in a bright field, 10X magnification using an Olympus IX3 microscope.

### Cell Adhesion Assay

1000 cells of C3G knockout clone D3 and WT were seeded onto each well of a 6-well plate. The cells were grown for 7 days. On the 7th day, the cells were washed twice with PBS and were incubated with 200 μl of 0.05% trypsin solution for one to five minutes. The trypsin was inactivated by adding serum-containing media after every minute of incubation. After incubation, the media was removed and cells were washed with PBS. The attached colonies were fixed with 70% ethanol for 5 min and were stained with 1% methylene blue in an aqueous solution for 5 min. After incubation, the dye was removed and the plate was washed with PBS. The number of colonies in each condition was counted using OpenCFU software and the graph was plotted using Prism 8.0.

### Quantification and Statistical Analysis

All the experiments were repeated at least twice and statistical significance was calculated with a minimum experiment number of 3. All error bars represented in the figures are shown as mean ± SD. The statistical significance between groups was determined with an unpaired Students t-test. For all the statistical tests, the 0.05 confidence level was considered statistically significant. In all the figures * denotes *p* < 0.05, **denotes *p* < 0.01 and ***denotes *p* < 0.001. Prism 8.0 was used for plotting all the graphs and statistical analysis. OpenCFU software was used for colony counting in trypsin assay.

## Results

### Loss of C3G Enhances Self-Renewal of mES Cells

We generated C3G knockout mESC lines using CRISPR mediated knock-in of a targeting vector with Puromycin selection cassette in E14Tg2a cells. A pair of sgRNAs targeting 3’end of intron-1 and intron 4 were used to replace a 7 kb region encompassing exons 2–4 (Fig. 1a and S1A). Puromycin resistant individual colonies were propagated and screened for C3G expression. E14Tg2a parent cells (WT), and clones selected after the introduction of the vectors without guide RNAs (VC), were used as controls. To exclude the possibilities of clonal variation, we chose three C3G KO clones for further experiments. C3G transcripts were not detected using primers corresponding to the deleted exons (Fig. 1b). However, transcripts were seen in the KO clones when primers corresponding to C-terminal exons were used (Fig. S1b and S1c), indicating the production of truncated transcripts despite the disruption of the N-terminal exons. No polypeptides corresponding to full-length C3G, (Fig. 1c) or any truncated protein were seen when examined using a monoclonal antibody that detects sequences in the C-terminal half of C3G [26] (Figs. S1b and S1d).

**Fig. 1:**
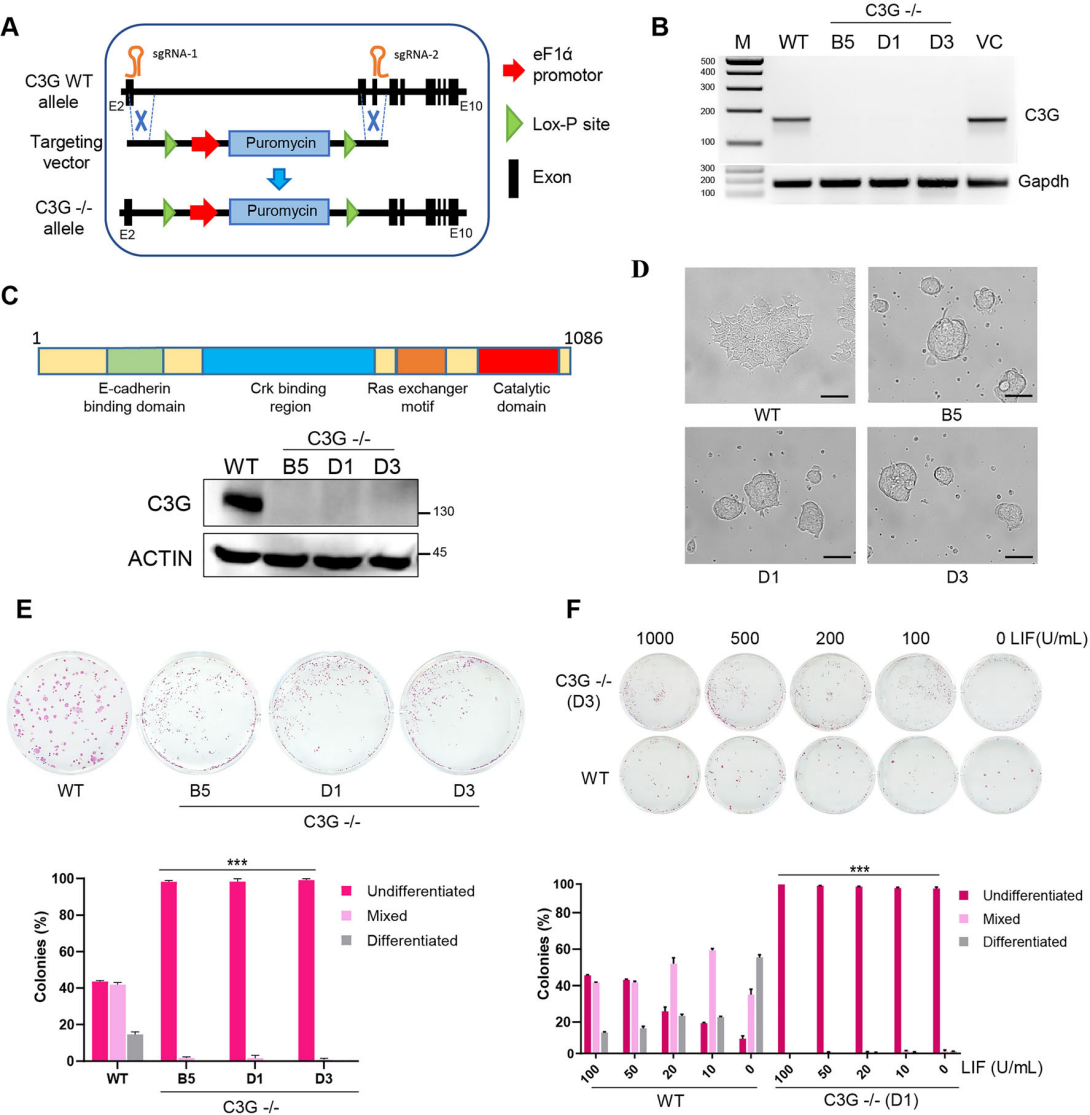
C3G null ES cells exhibit enhanced self-renewal. **a** Schematic showing the 5′ region of mouse C3G gene indicating exons and guide RNA positions. EF1α-Puromycin cassette was knocked-in to replace exons 2–4 of the C3G gene. **b** RT-PCR analysis of C3G transcripts in three independent knockout clones (B5, D1 & D3), WT, and vector control (VC) using N-terminal primers. **c** Schematic representation of C3G protein domains and western blot showing C3G expression in WT and knockout clones. Actin was used as a loading control. **d** Bright-field images of representative colony morphology of WT cells and C3G KO clones. Scale bar, 40 μm. **e** Clonogenic assay of WT and KO cells grown for 7 days. The bar diagram shows the quantification of colonies with the indicated morphology. Data were averaged from three independent experiments carried out in duplicates, ***P < 0.001. **f** Clonogenic assay of WT and C3G KO clone D1 grown in the absence and presence of indicated LIF concentrations. Quantification of colony type is shown in the bar diagram. ***P < 0.001; *n* = 3.

Morphologically, C3G knock-out cells formed compact round and raised colonies with no sign of differentiated cells unlike wild type, and vector control cells which formed typically spread-out colonies (Fig. 1d). Unlike WT cells which formed undifferentiated, mixed, and differentiated colonies, null cells did not form alkaline phosphatase negative differentiated colonies when assayed for colony formation (Fig. 1e and S1e). The null cells predominately (>98%) formed tightly packed undifferentiated colonies, with high alkaline phosphatase activity, suggesting that C3G null cells possess high clonal self-renewal capability. Clonogenic assay was performed using one of the null clones (D1) in the presence of varying LIF concentrations. As expected, the proportion of the mixed and differentiated colonies steadily increase with a decrease in LIF concentration in WT cells. However, C3G nulls cells did not show differentiated colonies even in the absence of LIF (Fig. 1f). These results suggested that C3G knock out cells have persistent self-renewal ability, and do not require LIF for self-renewal, and fail to differentiate upon withdrawal of LIF. Despite persistent self-renewal, C3G null ESCs exhibited a slow rate of proliferation as determined by MTT assay (Fig. S1f). Cell cycle analysis by FACS showed accumulation of cells in the G1 phase compared to controls, suggesting that delayed G1/S transition is responsible for their slower proliferation (Fig. S1g). Together our data suggest that the loss of C3G leads to LIF independent self-renewal and delayed G1/S transition in ES cells.

### ESCs Lacking C3G Fail to Differentiate In Vitro and In Vivo

Since the loss of C3G caused persistent self-renewal of the mESCs, we asked if the loss of C3G disrupts the balance between self-renewal and differentiation. The cells were allowed to spontaneously differentiate into all the germ layers in suspension as embryoid bodies (EBs) for 12 days. C3G null cells assembled into simple embryoid bodies, which were relatively smaller, and lacked cystic cavity when grown for 12 days, compared to those formed by WT cells, suggesting impaired differentiation (Fig. 2a). Since C3G is essential for early post-implantation development, and embryoid bodies can model many aspects of post-implantation development, we analyzed C3G expression during embryoid body differentiation [27]. C3G transcripts were induced several folds during the first three days of EB differentiation in WT cells. Though its levels decreased by day 6, they increased again and were higher than levels, before LIF withdrawal (Fig. 2b). This suggests the induction of C3G correlates with the differentiation of ES cells.

**Fig. 2:**
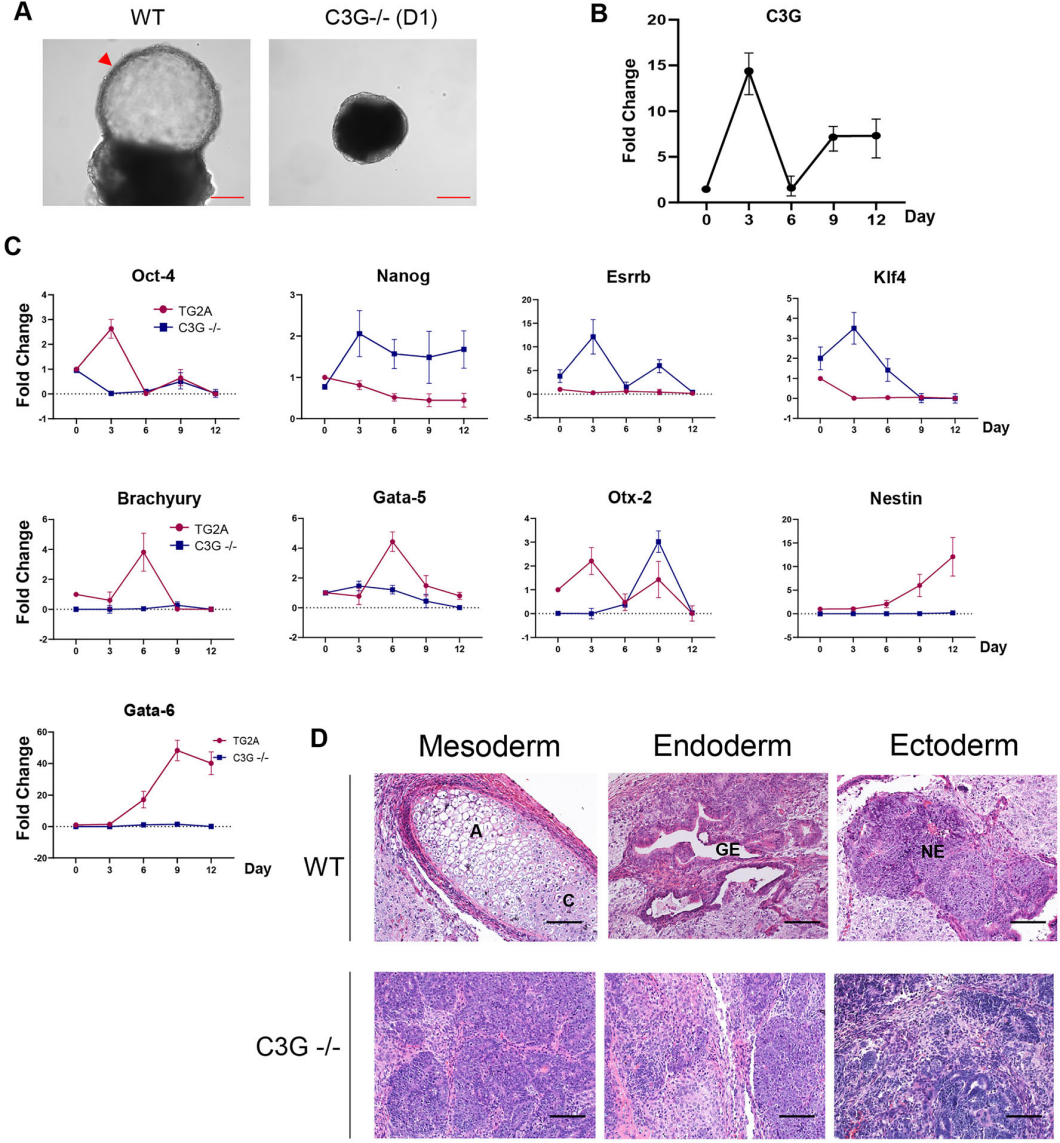
ESCs lacking C3G fail to differentiate in vitro and in vivo. **a** Representative images (bright-field) of 12 days old EBs formed by WT and C3G null clone (D1). Arrowhead indicates the cystic cavity. Scale bar, 200 μm. **b** qPCR analysis of C3G expression during EB differentiation in WT cells **c** qPCR analysis of expression of the indicated genes during EB differentiation, RNA samples were collected from Day 0 to Day 12, and GAPDH was used as an internal control. n = 3. **d** H&E stained histological sections of 21-day old teratomas. Images show representative sections taken from different areas of the teratoma. A-Adipocytes; C-Cartilage; G-Gut Endoderm; NE-neuroepithelium. Scale bar, 100 μm.

To understand the nature of the differentiation defect, we analyzed the expression of pluripotency factors and genes that induce the three germ layers during EB differentiation in WT and C3G null EBs. *Oct4* expression was initially induced and later repressed as differentiation continues. However, in the C3G null EBs, *Oct4* was repressed during differentiation suggesting that Oct4 did not inhibit differentiation. *Nanog *expression was not repressed in C3G null EBs upon differentiation and remained persistently high till day12, compared to the repression seen in WT EBs. The naive pluripotency factors *Esrrb* and *Klf4*, which were expressed at high levels in null cells were further upregulated early during EB differentiation. Overall, it was observed that *Nanog, Essrb,* and *Klf4* expression was induced during EB differentiation of C3G null cells, unlike the repression seen in EBs formed by WT cells (Fig. 2c). Since the overexpression of *Nanog, Essrb*, and *Klf4* enhances self-renewal and represses differentiation, we analyzed the transcription factors responsible for the differentiation of the three germ layers during EB growth. Unlike in WT EBs, the germ layer markers, *Brachyury, Gata5, Gata6, Otx2*, and *Nestin* were not induced in null EBs or expressed very late (*Otx2*) in differentiation (Fig. 2c). Interestingly, C3G levels were induced ahead of many of the lineage determinants during the EB differentiation in WT cells. These results suggest an essential role for C3G in the induction of factors required for differentiation of ES cells to all germ layers.

Consistent with EB differentiation, C3G null cells formed smaller teratomas with lower average volume at three weeks, relative to WT cells (Fig. S2a). Teratomas formed by null cells had to be resected with host tissue as it invaded into host tissue. H&E staining showed extensive angiogenesis and tissue invasion relative to WT teratomas (Fig. S2b and S2c). Unlike the WT, which showed tissue belonging to the three germ layers, C3G null teratomas formed a relatively homogenous mass of cells that resembled sarcomatous tissue with little differentiation and no tissue-level organization upon H&E and Masson’s trichome staining (Fig. 2d and S2d). Together, our data show that C3G is essential for repression of pluripotency factors during differentiation, and transition of ESCs from self-renewal to differentiation. These data show that C3G is essential for repression of pluripotency factors during differentiation, for the transition of ESCs from self-renewal to differentiation.

### C3G Is Essential for the Maintenance of the Pluripotency Factor Network

The pluripotency factor network in ES cells is regulated by multiple mechanisms to maintain pluripotency. Deregulation of the network results in loss of self-renewal or potential to differentiate. 

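Total RNA from mouse ES cells was sequenced as paired-end reads from 3 WT samples, which are the E14Tg2a parent cells, and 2 samples of C3G null cells, in which a targeting vector had been knocked into the C3G gene, Rapgef1. The authors aligned the reads with STAR to GRCm38 and deposited TPM values, in which each transcript's reads are set against its length and the sample's total, for 142647 Ensembl transcripts, rounded to 2 decimals. The tool that made the TPM is not named in the paper's text. TPM are scaled to the same total in every sample, here between 999998 and 1000001, and keep no read numbers, so the depth of each sample is unknown and no counting interval can be given. The TPM of all transcripts with one gene symbol were summed, which gave 55147 symbols. Rapgef1 (ENSMUSG00000039844, chromosome 2 of GRCm38 from 29619720 to 29740978) had 11.56, 10.31 and 9.64 TPM in WT 1 to 3 and 3.92 and 5.55 TPM in C3G null 1 and 2. Its log2 fold change was -1.02 (standard error 0.25, adjusted p = 0.000304 from limma), and both C3G null samples lay below all WT samples. Among its transcripts, ENSMUST00000102872 fell from 4.89 ± 0.727 TPM (SD, n = 3) to 2.44 ± 0.672 TPM (SD, n = 2) in C3G null cells, ENSMUST00000091146 fell from 1.99 ± 0.592 to 0.255 ± 0.0495 TPM, and ENSMUST00000147488 went from 2.50 ± 0.516 to 1.63 ± 0.297 TPM.
Protein-coding genes held 30.6% ± 1.64 (SD, n = 3) of the TPM in WT and 22.3% ± 5.25 (SD, n = 2) in C3G null cells. The share of small non-coding RNAs was 62.9%, 63.5% and 67.2% in the WT samples and 77.8% and 69.6% in the C3G null samples. Ribosomal RNA, including that of mitochondria, was counted with the small non-coding RNAs. A larger share on small RNAs lowers the TPM of all other genes in that sample. Fold changes were therefore computed from TPM as deposited and again after median-of-ratios scaling, which divides each sample by the median of its genes' ratios to their geometric mean over the samples. With this scaling, the log2 fold change of Rapgef1 was -0.41 (adjusted p = 0.00444 from limma). A correction for transcript length and GC content gave -0.24 (adjusted p = 0.0356 from limma). Neither fit with a replicate block passed the threshold of 0.05, with a log2 fold change of -1.07 (adjusted p = 0.173 from limma) for the block alone and -0.22 (adjusted p = 0.117) for the block with the length and GC correction. Replicate numbers do not pair WT with C3G null samples, so a call lost with the block is no measure of a weaker effect.

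**Figure D1:**
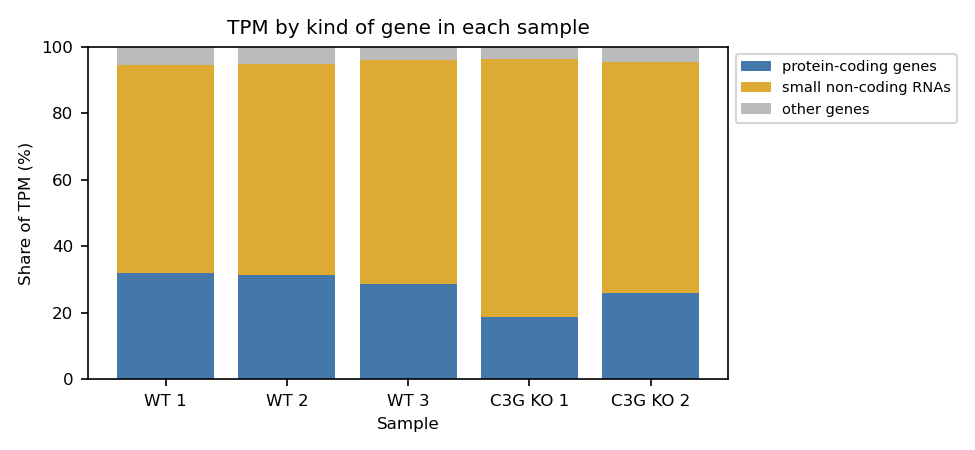
Share of TPM in percent (y axis) on protein-coding genes, small non-coding RNAs and other genes in each of the 5 samples (x axis), stacked to the whole. The small non-coding RNAs include ribosomal RNA. The protein-coding share is between 28.8% and 31.8% in WT, 18.6% in C3G null 1 and 26.0% in C3G null 2.

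Genes with a TPM of at least 1 in at least 2 of the 5 samples were tested, 12518 in all. The test was limma with a mean-variance trend on log2(TPM + 1), two-sided, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low TPM. For TPM as deposited, limma estimated an infinite prior degree of freedom, so its p-values rest on a variance shared by genes of similar expression and not on each gene's own spread. After median-of-ratios scaling the prior degrees of freedom were 3.11, beside 3 residual degrees of freedom.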

The consequence of C3G loss on gene expression was examined by transcriptome analysis of three independent WT, and two independent C3G null samples. 

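Among the 12518 genes tested with TPM as deposited, 181 had a higher and 7109 a lower expression in C3G null cells at an adjusted p under 0.05 from limma, so that 2.48% of the calls were higher. The median log2 fold change of all tested genes was -0.55. Set against WT, it was -0.76 in C3G null 1 alone and -0.34 in C3G null 2 alone. With median-of-ratios scaling, which moved this median to 0.0052, 1760 genes were higher and 2083 lower, a share of 45.8% higher calls. Of these, 123 of the higher and 2083 of the lower genes had the same call with TPM as deposited. With one WT sample left out, the counts with TPM as deposited were between 94 and 130 higher and between 2132 and 5054 lower genes, both lowest without WT replicate 2.

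**Figure D2:**
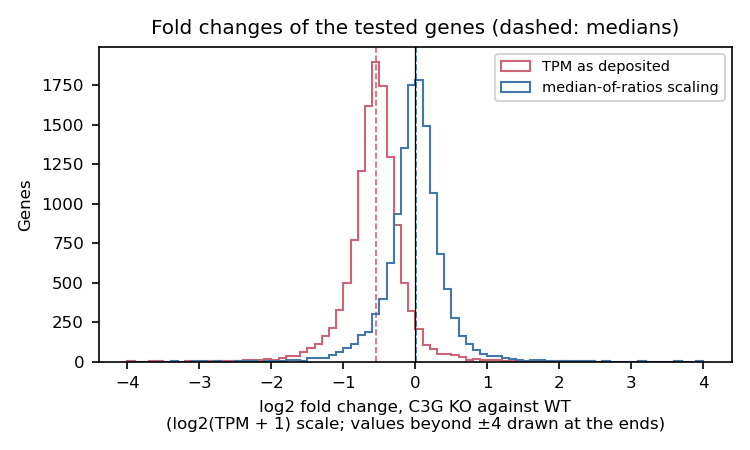
Number of genes (y axis) by log2 fold change of C3G null against WT cells (x axis, log2(TPM + 1) scale) for TPM as deposited and after median-of-ratios scaling, with the median of each as a dashed line. The whole distribution of the deposited TPM is shifted to a median of -0.55.

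The 5 genes with the largest rise were all small RNAs. The scaRNA gene Gm24289 (chromosome 9 of GRCm38 from 64295931 to 64296065) was listed at 0 in all WT samples and at 32.56 and 26.32 TPM in the C3G null samples. The snoRNA genes Gm26387 and Gm24500 were also listed at 0 in all WT samples, and at 20.24 and 27.19 TPM and at 8.14 and 21.63 TPM in the C3G null samples. Gm24201 had 0, 0 and 9.10 TPM in WT 1 to 3 and 50.34 and 53.38 TPM in C3G null 1 and 2. Its neighbour Snora81 had 10.24, 0 and 15.63 TPM in WT 1 to 3 and 149.92 and 54.64 TPM in C3G null 1 and 2. The values of both are uncertain, since near-identical copies of such short genes can share reads. The largest falls were those of Tagln, with 33.0 ± 1.07 TPM (SD, n = 3) in WT and 1.24 ± 0.304 TPM (SD, n = 2) in C3G null cells, Acta2, with 16.1 ± 1.38 TPM (SD, n = 3) in WT and 0.130 ± 0.0566 TPM (SD, n = 2) in C3G null cells, Krt8, with 89.0 ± 0.690 TPM (SD, n = 3) in WT and 5.90 ± 0.665 TPM (SD, n = 2) in C3G null cells, Krt18, with 103 ± 0.575 TPM (SD, n = 3) in WT and 7.24 ± 1.63 TPM (SD, n = 2) in C3G null cells, and the microRNA gene Gm26398, which was listed at 0 in both C3G null samples and at 10.6, 22.08 and 9.77 TPM in WT. After median-of-ratios scaling the log2 fold changes were -3.42 for Tagln, -3.61 for Acta2, -3.07 for Krt8 and -3.02 for Krt18, with adjusted p between 1.43e-05 and 9.42e-05 from limma.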

Differential expression analysis identified significant upregulation of 2657 genes, and downregulation of 3140 genes in C3G null cells. Interestingly, many of the pluripotency genes did not show a significant difference in transcript levels relative to WT (Fig. 3a). 

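Of 27 pluripotency genes, a list drawn up from general knowledge, all were tested. With TPM as deposited, 9 were lower at an adjusted p under 0.05 from limma, none was higher (none at an unadjusted p under 0.05 either) and 18 did not pass, and 5 were lower when adjusted over the list alone. With one WT sample left out, between 2 and 4 passed. After median-of-ratios scaling 7 were higher, 2 lower and 18 did not pass, with 9 past the threshold when adjusted over the list alone. The list's median log2 fold change lay 0.034 above that of all tested genes (camera adjusted p = 0.120), and 0.14 above it after the scaling (camera adjusted p = 0.00903). As deposited, it lay between -0.071 without C3G null replicate 2 and 0.15 without C3G null replicate 1, so its sign rests on single samples. Pou5f1, the gene for OCT4, had 376 ± 21.6 TPM (SD, n = 3) in WT and 264 ± 48.7 TPM (SD, n = 2) in C3G null cells. Its log2 fold change was -0.52 (adjusted p = 0.0869 from limma) as deposited and 0.18 (0.413) after scaling. For Sox2, Nanog and Esrrb the log2 fold changes were -0.46, -0.39 and -0.57 as deposited (adjusted p = 0.130, 0.189 and 0.0621 from limma) and 0.23, 0.29 and 0.12 after scaling (adjusted p = 0.176, 0.0713 and 0.211), so that none of these 4 genes passed and the direction of each changed with the scaling. The largest falls past the threshold were those of Klf4, with 15.0 ± 2.84 TPM (SD, n = 3) in WT and 6.53 ± 3.01 TPM (SD, n = 2) in C3G null cells, and Klf5, with 53.5 ± 10.7 TPM (SD, n = 3) in WT and 24.3 ± 8.18 TPM (SD, n = 2) in C3G null cells. Their log2 fold changes were -1.13 and -1.13 as deposited and -0.51 and -0.45 after scaling (adjusted p = 0.0348 and 0.0257 from limma). After the length and GC correction Klf4 no longer passed (adjusted p = 0.0542 from limma).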

The expression of multiple genes involved in cell adhesion, PI3K/AKT signaling, and cancer was significantly reduced, and those involved in metabolic and ribosome function were upregulated in null cells (Fig. 3a, S4a and S4b).

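The term databases behind the paper's enrichment analysis were not used here. In their place, gene lists and gene families were compared with all tested genes by limma's camera with an inter-gene correlation of 0.01, two-sided, and the p-values were adjusted over 26 lists. All medians below are relative to the median of all tested genes. Of 45 PI3K/AKT signaling genes 43 were tested, with a median of -0.18 (camera adjusted p = 0.000231). 36 of them were lower past the threshold, and 37 when adjusted over the list alone. After median-of-ratios scaling 17 were lower. The largest falls in this list were those of Thbs1 and Pdgfa, the latter with 16.0 ± 1.40 TPM (SD, n = 3) in WT and 3.67 ± 0.750 TPM (SD, n = 2) in C3G null cells. Of 46 cancer genes 41 were tested, with a median of -0.23 (camera adjusted p = 0.000469). 33 were lower, 34 when adjusted over the list alone, and after scaling 18 were lower and 2 higher. Rb1 had 9.20 ± 1.71 TPM (SD, n = 3) in WT and 1.88 ± 0.453 TPM (SD, n = 2) in C3G null cells and lies on chromosome 14 at 73183673, among neighbours that were lower alike, and Mdm2 had 64.2 ± 8.64 TPM (SD, n = 3) in WT and 23.1 ± 6.80 TPM (SD, n = 2) in C3G null cells.
The lists for metabolism and ribosomes moved the other way relative to all genes. The median was 0.25 over 84 ribosomal protein genes (camera adjusted p = 2.44e-06), 0.16 over 78 mitochondrial ribosomal protein genes (0.00183), 0.24 over 90 oxidative phosphorylation genes (1.91e-05) and 0.41 over 20 glycolysis genes (0.000902). Not set against all genes, the medians of these 4 lists were below 0 as deposited, at -0.30, -0.39, -0.30 and -0.14, and above 0 after median-of-ratios scaling, at 0.40, 0.27, 0.37 and 0.56. After scaling, 17 ribosomal protein, 32 mitochondrial ribosomal protein, 43 oxidative phosphorylation and 12 glycolysis genes were higher past the threshold, against 1, 0, 1 and 1 as deposited. Adjusted over the list alone, these counts were 10, 36, 54 and 14 after scaling and 0, 0, 0 and 0 as deposited, where 2, 0, 1 and 2 were higher at an unadjusted p under 0.05. Without the filter on low TPM, when the genes compared with included many near 0 TPM, the relative medians were -0.17, -0.26, -0.15 and -0.0099. Ribosomal protein genes have near-identical pseudogene copies, so their TPM are uncertain. With the length and GC correction, the relative median of the ribosomal protein genes was 0.044 (camera adjusted p = 0.0644), and with quantile normalization it was -0.100. The correction also lowered that of the mitochondrial ribosomal protein genes, to 0.078 (camera adjusted p = 0.0430), and of the oxidative phosphorylation genes, to 0.088 (0.0482). Glycolysis genes stayed at 0.43 (0.000391). Among single genes past the threshold as deposited, Ldhb was higher, with 87.4 ± 8.07 TPM (SD, n = 3) in WT and 143 ± 40.9 TPM (SD, n = 2) in C3G null cells, Rpl39l and Ndufa4l2 were also higher, with 13.6 ± 1.17 TPM (SD, n = 3) in WT and 24.2 ± 2.66 TPM (SD, n = 2) in C3G null cells for Rpl39l, and Slc2a3, with 208 ± 9.08 TPM (SD, n = 3) in WT and 95.9 ± 24.3 TPM (SD, n = 2) in C3G null cells, and Slc2a1, with 94.9 ± 5.50 TPM (SD, n = 3) in WT and 44.7 ± 9.97 TPM (SD, n = 2) in C3G null cells, were lower. Mrpl57 and Mrpl52, the largest falls among the mitochondrial ribosomal protein genes, both lie on chromosome 14, at 57826234 and 54426909, among genes that were lower alike.
Of the 26 lists 17 had a camera adjusted p under 0.05. Of these 17, 12 kept their direction with an adjusted p under 0.05 under limma's fry on TPM as deposited, and 16 under fry after each sample was centred on its median. With the correlation estimated from the residuals, 0 passed as deposited (3 at an unadjusted p under 0.05), where the smallest adjusted p was 0.311, and 3 passed after median-of-ratios scaling.

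**Figure D3:**
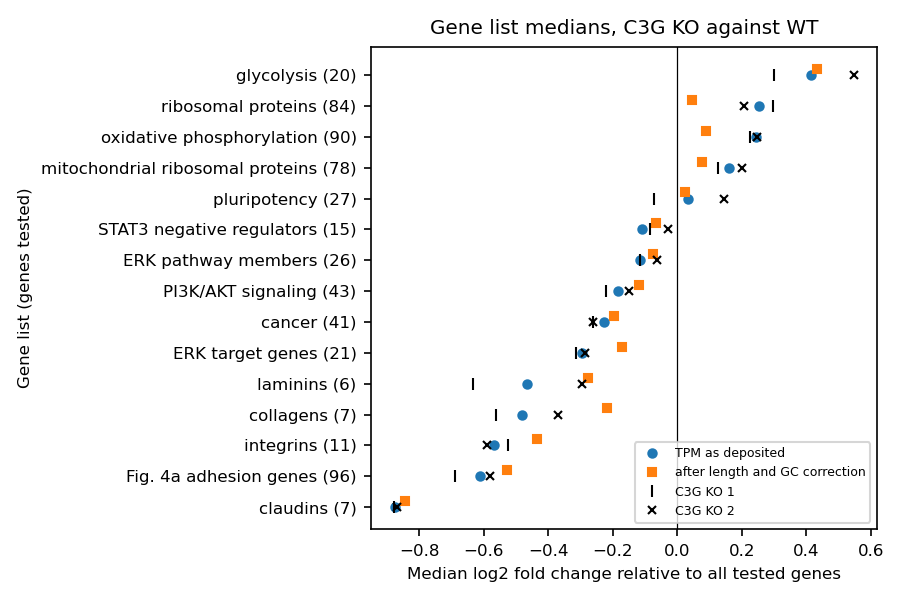
Median log2 fold change of each gene list relative to all tested genes (x axis), with the number of genes tested in brackets (y axis), as deposited and after the length and GC correction, and in each C3G null sample against the WT mean. Ribosomal protein genes lie at 0.25 as deposited and at 0.044 after the correction, and their sign turns with quantile normalization. Without the filter on low TPM the signs of all 4 lists for metabolism and ribosomes turn, and that of the claudins.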

**Fig. 3:**
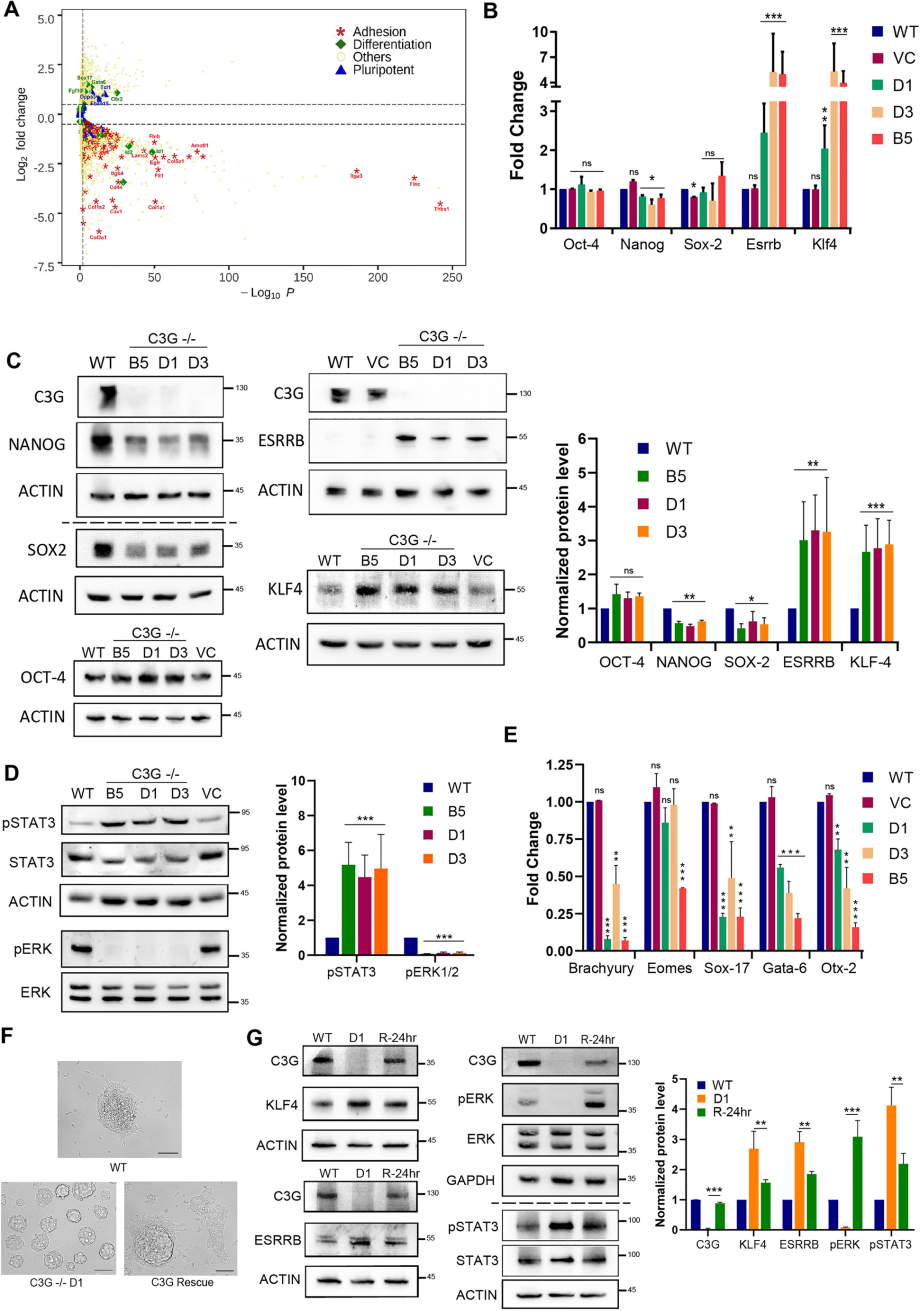
C3G is essential for the maintenance of the pluripotency factor network. **a** Volcano plot showing changes in the global expression of genes in C3G knockout cells compared to WT cells. Dotted lines indicate the significance of *p* < 0.05. Significantly altered expression of genes involved in pluripotency, differentiation, and adhesion are highlighted. **b** qPCR analysis of indicated pluripotency factors in vector control (VC) and C3G KO cells relative to WT cells.*P < 0.05, **P < 0.01, ***P < 0.001; n = 3 **c** Western blots showing expression of the indicated proteins in WT, VC, and C3G KO clones. Quantification averaged from three independent experiments relative to levels seen in WT is represented in the bar diagram. ACTIN was used as a loading control. **d** Western blot showing pSTAT3, and pERK levels. Quantification of levels normalized relative to respective total proteins is shown in the bar diagram, *p* < 0.001; n = 3. **e** Quantification of differential expression of indicated differentiation factors determined by qPCR. *P < 0.05, **P < 0.01, ***P < 0.001, n = 3. **f** Colony morphology of WT, KO clone D1, and D1 clone upon transient expression of C3G (R-24). **g** Western blots showing expression levels of indicated proteins in KO clone (D1) upon the rescue of C3G expression. Quantification relative to expression in WT cells is shown in the bar diagram. *P < 0.05, **P < 0.01 ***P < 0.001; n = 3.

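Of the 17 genes labelled below 0 in Fig. 3a, 15 passed the filter on low TPM. All 15 were lower past the threshold as deposited and after median-of-ratios scaling, and as many when adjusted over the list alone, which is not independent evidence since the study chose these genes on the same samples. The largest falls were those of Thbs1, with 18.8 ± 1.78 TPM (SD, n = 3) in WT and 0.565 ± 0.0354 TPM (SD, n = 2) in C3G null cells, and Itga3, with 30.8 ± 3.61 TPM (SD, n = 3) in WT and 2.63 ± 0.990 TPM (SD, n = 2) in C3G null cells. After scaling their log2 fold changes were -3.22 and -2.58 (adjusted p = 2.33e-05 and 3.39e-05 from limma). Flnc had 12.5 ± 2.01 TPM (SD, n = 3) in WT and 0.815 ± 0.247 TPM (SD, n = 2) in C3G null cells, and Amotl1 had 10.6 ± 0.865 TPM (SD, n = 3) in WT and 1.60 ± 0.346 TPM (SD, n = 2) in C3G null cells. Id1 had 26.4 ± 2.35 TPM (SD, n = 3) in WT and 4.30 ± 0.919 TPM (SD, n = 2) in C3G null cells, and Id2 had 10.9 ± 0.721 TPM (SD, n = 3) in WT and 2.36 ± 0.849 TPM (SD, n = 2) in C3G null cells. Col5a1, Egfr, Flt1, Itgb4, Cd44, Col1a1 and Cav1 had a mean of at most 2.54 TPM in WT, and after scaling their log2 fold changes were between -1.26 and -0.74. Cd44, Itgb4 and Col1a1 no longer passed after the length and GC correction (adjusted p = 0.270, 0.0776 and 0.182 from limma). Col1a2 and Col3a1 were below the filter, with at most 0.39 TPM and 0.84 TPM in any sample.
Of 6 genes read from the labels above 0, 4 were tested. None passed the threshold as deposited, where Otx2, Tcl1, Dppa3 and Fbxo15 had log2 fold changes of 0.34, 0.27, 0.30 and 0.049 (adjusted p = 0.217, 0.347, 0.215 and 0.871 from limma). At an unadjusted p under 0.05 none passed either. After median-of-ratios scaling all 4 were higher, with log2 fold changes of 0.99, 0.93, 0.85 and 0.73 (adjusted p between 0.000460 and 0.00232 from limma), as also when adjusted over the list alone. Without C3G null replicate 2, the log2 fold change of Fbxo15 as deposited was -0.23. Otx2 (chromosome 14 of GRCm38 from 48657677 to 48673819) had 12.34, 10.47 and 10.10 TPM in WT 1 to 3 and 12.19 and 16.35 TPM in C3G null 1 and 2, although genes around it on chromosome 14 were lower. Sox17 and Gata6 were below the filter. Sox17 had 0.56, 0.52 and 0.34 TPM in WT 1 to 3 and 0.58 and 0.97 TPM in C3G null 1 and 2, and Gata6 had 0.49, 0.36 and 0.34 TPM in WT 1 to 3 and 0.55 and 0.83 TPM in C3G null 1 and 2.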

The LIF independent self-renewal of C3G null ES cells is similar to the self-renewal observed in ES cells with overexpression of pluripotency genes like *Nanog* or *Esrrb* [28, 29]. Analysis of core pluripotency factors by q-PCR did not show significant changes in *Oct4* and *Sox2*. *Nanog* transcripts were found to be relatively lower than the WT, and the naïve state factors - *Esrrb* and *Klf4* were significantly higher in C3G null cells (Fig. 3b). NANOG and SOX2 protein expression were 30–40% lower in the null cells, and OCT4 did not change significantly (Fig. 3c). Immunostaining showed heterogeneous expression of NANOG in both WT and C3G null cells (Fig. S3). Consistent with their transcript levels, ESRRB and KLF4 proteins were significantly higher in C3G null cells (Fig. 3c). Although *Esrrb* was considered to be a NANOG target, and show concurrent expression [30], more recent studies have shown that neither *Esrrb* nor *Klf4* are direct targets of Nanog [31].

LIF /STAT3 signaling pathway primarily induces *Esrrb* and *Klf4* [32]. Since C3G null cells could self-renew in the absence of LIF, we analyzed STAT3 activation in these cells. pY705-STAT3 levels were 2–4 fold higher in C3G null cells (Fig. 3d) compared to the levels in WT. We analyzed the expression of some of the early lineage genes to evaluate the consequence of high STAT3 activity. As expected, many of the early markers of the three germ layers viz. *Brachyury, Eomes, Sox17, Gata6* & *Otx2* were repressed in C3G null cells. (Fig. 3e). Our data suggested that C3G null mESCs have constitutively high STAT3 activity, which desensitizes it to external LIF signal and perturbs the pluripotency gene network. The elevated STAT3 may be responsible for high expression of its downstream genes, *Esrrb* and *Klf4*, promoting continuous self–renewal. Surprisingly, the expression of another downstream gene, *Nanog* was low and could be due to the feedback repression process. Our data suggest that C3G is essential for the regulation of STAT3 activity in mESCs, which maintains a balanced pluripotency gene network.

In response to various stimuli, C3G engages the MAPK pathway in a cell type-dependent manner [33, 34]. C3G participates in FGFR1 signaling to regulate MAPKs [35] and our RNA seq analysis identified significant differences in expression of *Fgf4* and *Fgfr1*, in addition to other Fgf family genes in C3G null cells. 

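Fgf4 (ENSMUSG00000050917, chromosome 7 of GRCm38 from 144847367 to 144865243) had 19.05, 18.36 and 16.31 TPM in WT 1 to 3 and 14.45 and 24.21 TPM in C3G null 1 and 2. As deposited, its log2 fold change was 0.065 (standard error 0.26, adjusted p = 0.825 from limma), a difference smaller than the spread between the C3G null samples. It was 0.42 without C3G null replicate 1 and -0.29 without C3G null replicate 2. After median-of-ratios scaling Fgf4 was higher, with a log2 fold change of 0.73 (standard error 0.078, adjusted p = 0.00168 from limma). Fgfr1 (ENSMUSG00000031565, chromosome 8 of GRCm38 from 25513654 to 25575718) had 21.4 ± 2.35 TPM (SD, n = 3) in WT and 8.94 ± 0.651 TPM (SD, n = 2) in C3G null cells. Its log2 fold change was -1.17 (standard error 0.26, adjusted p = 7.48e-05 from limma) as deposited and -0.52 (standard error 0.13, adjusted p = 0.0292) after scaling, and it stayed between -1.23 and -1.08 when each of the 5 samples was left out in turn.
Of 26 Fgf and Fgfr family genes 8 were tested, and 6 passed the threshold as deposited, as many as when adjusted over the list alone, and 6 after scaling (2 higher and 4 lower), likewise 6 when adjusted over the list alone. Fgf15 was higher, with 1.57 ± 0.111 TPM (SD, n = 3) in WT and 2.76 ± 0.926 TPM (SD, n = 2) in C3G null cells. Fgf17 was lower, with 5.34 ± 0.165 TPM (SD, n = 3) in WT and 1.21 ± 0.226 TPM (SD, n = 2) in C3G null cells, and lies on chromosome 14 at 70636203, where neighbouring genes fell alike. Fgf8 had 2.02 ± 0.598 TPM (SD, n = 3) in WT and 0.610 ± 0.0283 TPM (SD, n = 2) in C3G null cells, and Fgf13 had 1.01 ± 0.0964 TPM (SD, n = 3) in WT and 0.240 ± 0.0141 TPM (SD, n = 2) in C3G null cells. After scaling the log2 fold changes were 1.00 for Fgf15, -1.05 for Fgf17, -0.53 for Fgf8 and -0.47 for Fgf13 (adjusted p between 0.000463 and 0.0264 from limma). Fgfr2, with 6.51 ± 0.575 TPM (SD, n = 3) in WT and 4.34 ± 1.55 TPM (SD, n = 2) in C3G null cells, passed only as deposited (adjusted p = 0.0489 from limma), and after scaling its log2 fold change was 0.060. With the length and GC correction Fgf8 and Fgf13 no longer passed (adjusted p = 0.166 and 0.495 from limma).

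**Figure D4:**
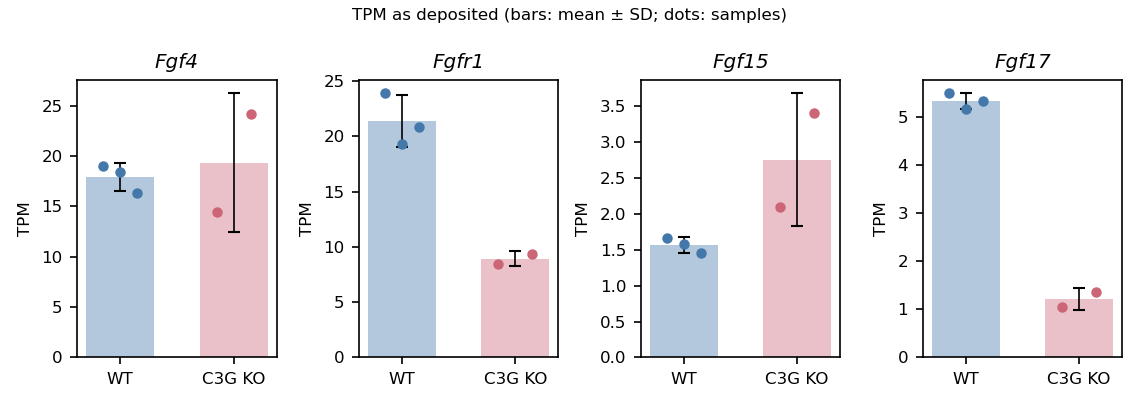
TPM as deposited (y axis) of Fgf4, Fgfr1, Fgf15 and Fgf17 in WT and C3G null cells (x axis), with bars for the mean, error bars for the SD and a dot for each sample. The C3G null samples lie on both sides of the WT samples for Fgf4, below them for Fgfr1 and Fgf17, and above them for Fgf15.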

FGF4 is a major stimulus for ERK activation, essential for lineage commitment in mESCs, and inhibition of ERK activity is pivotal for ESC differentiation [36, 37]. pERK1/2 level in C3G null cells was significantly lower than in WT (Fig. 3d). The near absence of ERK1/2 activity in cells lacking C3G was akin to a situation mimicking MEK1/2 inhibition preventing priming and differentiation of mESCs. We therefore compared the global changes in transcripts seen in C3G KO cells with changes seen in murine ESCs treated with MEK inhibitor, from GEO database [38]. Interestingly, we found multiple genes and pathways commonly up or down regulated between cells lacking C3G expression, and those treated with MEK inhibitor (Fig. S4c & S4d).

To confirm that the molecular changes seen in C3G null cells were indeed due to loss of C3G, we reintroduced C3G in one of the null clones, under transient conditions. 24 h post-transfection, C3G was expressed at near similar levels to that seen in WT cells. The cells showed signs of differentiation and loss of C3G null ES cell colony morphology (Fig. 3f). These cells showed a decrease in expression of ESRRB, KLF4, pSTAT3 and an increase in pERK level compared to the null cells (Fig. 3g), indicating that C3G expression can rescue some of the differentiation defects in the null cells.

### C3G Is Essential for the Regulation of Cell Adhesion

C3G regulates cell adhesion in multiple cell types to regulate development [39–41]. 

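Adhesion genes were also compared by family. The median log2 fold change relative to all tested genes was -0.57 over 11 integrin genes (camera adjusted p = 9.44e-05), -0.47 over 6 laminin genes (0.0526), -0.48 over 7 collagen genes (0.00495) and -0.87 over 7 claudin genes (0.000939). Integrin, collagen and claudin genes passed the threshold and laminin genes did not, whose median was -0.63 without C3G null replicate 2 and -0.30 without C3G null replicate 1. Without the filter on low TPM the claudin median was 0.088, above that of all genes. With the length and GC correction the collagen median was -0.22 and no longer passed (camera adjusted p = 0.378). After median-of-ratios scaling, 9 integrin, 3 laminin, 5 collagen and 5 claudin genes were lower past the threshold, against 10, 5, 6 and 5 as deposited, and 1 integrin gene, Itgb7, and 1 laminin gene, Lama1, were higher. Adjusted over the list alone, 10, 5, 6 and 5 were lower as deposited. The lower claudin genes were Cldn12, Cldn3, Cldn4, Cldn6 and Cldn7, both as deposited and after scaling. The collagen genes lower after scaling were Col18a1, Col1a1, Col4a2, Col5a1 and Col7a1. These members were named after their values were seen. Cldn7 had 11.2 ± 0.484 TPM (SD, n = 3) in WT and 2.35 ± 0.318 TPM (SD, n = 2) in C3G null cells, Cldn4 had 33.3 ± 0.824 TPM (SD, n = 3) in WT and 9.43 ± 1.88 TPM (SD, n = 2) in C3G null cells, and Lama5 had 17.8 ± 2.95 TPM (SD, n = 3) in WT and 6.26 ± 1.92 TPM (SD, n = 2) in C3G null cells. Only 4 cadherin genes were tested, too few for the list test, and Cdh1, Cdh13, Cdh2 and Cdh3 were lower past the threshold as deposited and 3 of them, all but Cdh1, after scaling.
Of 27 members of the ERK pathway 26 were tested. Their median was -0.11 relative to all genes (camera adjusted p = 0.814), which did not pass the threshold, and it was -0.062 without C3G null replicate 1. Without the filter on low TPM, when the genes compared with included many near 0 TPM, it was -0.51 (camera adjusted p = 0.00218). 16 members were lower past the threshold as deposited, 19 when adjusted over the list alone, and after scaling 4 were lower, Rras, Shc1, Gab1 and Rps6ka3, and 2 higher, Mapk3 and Rps6ka2. The largest falls were those of Shc1, with 31.8 ± 0.630 TPM (SD, n = 3) in WT and 14.8 ± 4.53 TPM (SD, n = 2) in C3G null cells, and Gab1, with 34.8 ± 2.97 TPM (SD, n = 3) in WT and 16.9 ± 5.70 TPM (SD, n = 2) in C3G null cells. Over 21 tested target genes of ERK the relative median was -0.30 (camera adjusted p = 0.00106). 18 were lower as deposited, 20 when adjusted over the list alone and 10 after scaling. Among them Phlda1 had 6.54 ± 1.52 TPM (SD, n = 3) in WT and 0.930 ± 0.283 TPM (SD, n = 2) in C3G null cells, and Dusp4 had 13.4 ± 1.59 TPM (SD, n = 3) in WT and 4.14 ± 0.948 TPM (SD, n = 2) in C3G null cells. Over 15 tested negative regulators of STAT3 the relative median was -0.11 (camera adjusted p = 0.337). 13 were lower as deposited, 15 when adjusted over the list alone. After scaling 3 were lower, Socs3, Socs4 and Socs5, and 1 when adjusted over the list alone. The median of this list was -0.029 without C3G null replicate 1, and -0.47 without the filter on low TPM (camera adjusted p = 0.00154). Socs5 had 4.20 ± 1.26 TPM (SD, n = 3) in WT and 1.42 ± 0.629 TPM (SD, n = 2) in C3G null cells, and Socs4, which lies on chromosome 14 at 47276931 among genes that were lower alike, had 2.87 ± 0.468 TPM (SD, n = 3) in WT and 0.855 ± 0.205 TPM (SD, n = 2) in C3G null cells.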

Transcriptome analysis and gene ontology analysis of C3G null cells showed general repression of genes involved in cell adhesion processes, ERK signaling and negative regulation of STAT3 pathways (Fig. 4a, S4a and S4b). The downregulation of cell adhesion genes was consistent with the colony morphology of C3G null cells which were spherical and raised (Fig. 1d). *Integrin β1* (ITGB1) transcript and protein were significantly low in C3G null ES cells (Fig. 4a and b). 

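The Itgb1 transcript (ENSMUSG00000025809, chromosome 8 of GRCm38 from 128685654 to 128733200) had 47.5 ± 3.45 TPM (SD, n = 3) in WT and 17.4 ± 5.81 TPM (SD, n = 2) in C3G null cells, and both C3G null samples were below all WT samples. Its log2 fold change was -1.44 (standard error 0.27, adjusted p = 2.01e-06 from limma) as deposited, which is -0.89 relative to the median of all tested genes. After median-of-ratios scaling it was -0.76 (standard error 0.074, adjusted p = 0.00123 from limma). Leaving out each of the 5 samples in turn gave values between -1.76, without C3G null replicate 2, and -1.11, without C3G null replicate 1. The paper sets the lower expression of cell adhesion genes beside the spherical, raised colonies of the C3G null cells.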

Integrins regulate the self-renewal of ESCs and blocking of integrins inhibits differentiation [42]. Cell adhesion molecules and the ECM regulate self-renewal, pluripotency, and cell fate choice [42, 43]. Focal adhesions (FAs) containing integrins are the contact points of cells to the extracellular matrix. Focal adhesion kinase (FAK) and Paxillin are activated by phosphorylation at the FAs (pY705FAK, and pY118Paxillin), and C3G null cells showed low levels of pFAK and pPaxillin (Fig. 4b). The low levels of pFAK and pPaxillin are consistent with the downregulation of ITGB1 in null cells. Weak adhesion to the substratum enables self-renewal of mouse ES cells [44], and integrin engagement can trigger differentiation [42, 45]. We evaluated if C3G null cells differed in their ability to attach to the substratum. Over 90% of the C3G null cells/colonies could be detached from the culture dishes within one minute when treated with Trypsin unlike the WT cells, which took 3–4 min (Fig. 4c and S5a).

**Fig. 4:**
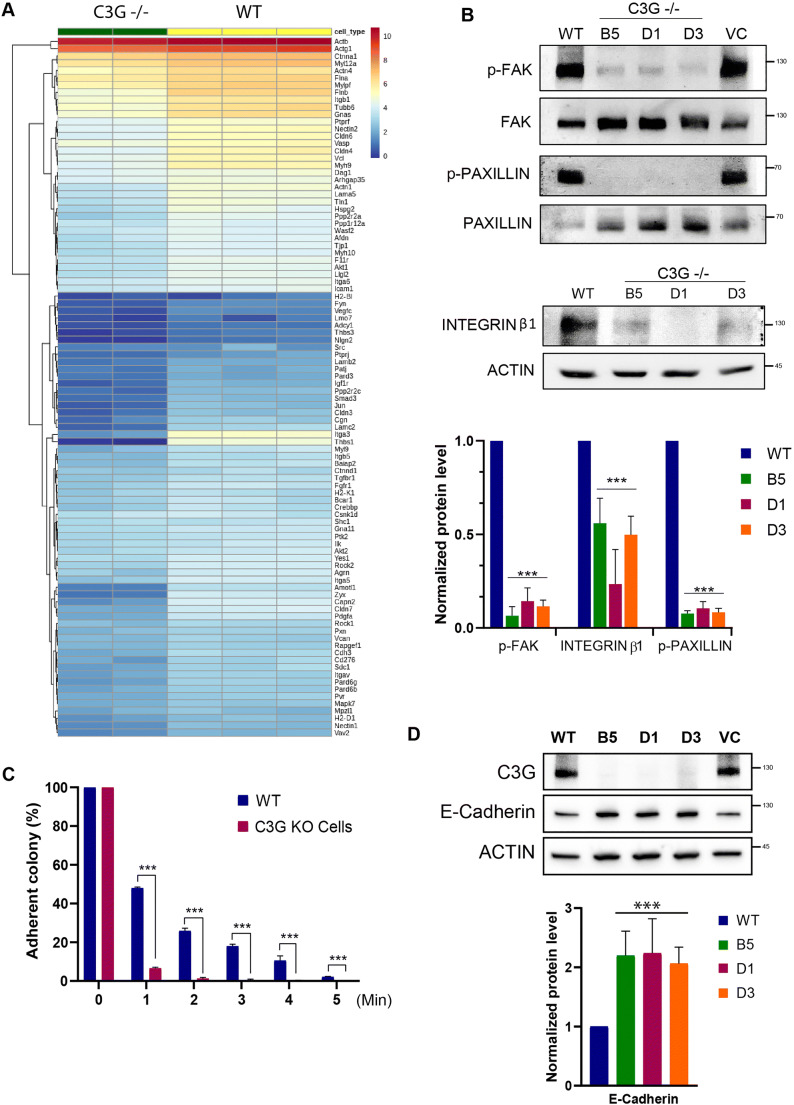
C3G is essential for the regulation of cell adhesion. **a** Heat map showing differential expression of cell adhesion-related genes in C3G KO cells compared to WT cells. **b** Western blots showing levels of indicated proteins. Actin was used as a loading control. Relative levels averaged from three experiments are shown in the bar diagram. pFAK and pPaxillin were normalized against corresponding total proteins.***p < 0.001, n = 3. **c** C3G knock out cells show reduced adhesion, Quantification of adherent colonies at indicated time points upon trypsin treatment is shown in bar diagram (see also S4C), ***p < 0.001, n = 3. **d** Western blots showing E-cadherin protein levels in the indicated cells. Actin was used as loading control and quantitation of the expression averaged from multiple experiments is shown in the bar diagram p < 0.001, *n* = 4.

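All 96 genes of the heat map in Fig. 4a were tested, and all 96 were lower in C3G null cells past the threshold with TPM as deposited. After median-of-ratios scaling 91 of them were lower past the threshold, and none was higher (none at an unadjusted p under 0.05 either). Adjusted over the list alone, the counts were 96 and 95, and with one WT sample left out between 83 and 96 passed over all genes. These counts are not independent evidence since the study chose the genes on the same samples. The list's median log2 fold change was -0.61 relative to all tested genes, -0.69 in C3G null 1 and -0.58 in C3G null 2.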

Since C3G KO cells grew as compact colonies, we examined cell-cell junction formation by staining for E-cadherin. In WT as well as KO cells, E-cadherin was present at cell junctions (Fig. S5b). Total cellular levels of E-cadherin were higher in the KO cells (Fig. 4d) suggesting formation of tighter cell junctions by KO cells. These results show that C3G KO cells adhere poorly to the substratum, but show stronger cell-cell adhesion. These results suggest that C3G is essential for the expression of ITGB1, the formation of FAs, and activation of ERK1/2 in ES cells to maintain them in a pluripotent state.

## Discussion

This study demonstrates that C3G is essential for enabling mESC differentiation, but is dispensable for their self-renewal. C3G null cells exhibit constitutively high STAT3 activity, and very low ERK activity, consistent with their self-renewal even in the presence of differentiation stimuli [36]. In mESCs, C3G may be inhibiting kinases, or activating phosphatases that regulate STAT3 tyrosine phosphorylation [46, 47]. Functional interaction of C3G with tyrosine kinases and phosphatases that regulate STAT3 have been described [48, 49].

Loss of C3G promotes LIF independent self-renewal of ES cells similar to the loss of many lineage commitment factors [36, 50, 51]. LIF signaling maintains pluripotency by activating STAT3, and induction of the naïve pluripotency factors Klf4 and Esrrb. [30, 32, 52, 53]. Surprisingly, NANOG and SOX2 levels are lower in C3G null cells despite elevated levels of pSTAT3. NANOG functions are dispensable in presence of high ESRRB [30, 32]; hence marginally lower NANOG levels seem to have no tangible impact on the self-renewal of C3G null cells. Partial reversion in pERK, ESRRB, and KLF4 levels upon expression of C3G, further confirmed that the molecular changes seen in C3G null cells are indeed due to the absence of C3G.

Persistent expression of pluripotency genes hampers temporal expression of developmental genes and reinforces pluripotency network to promote self-renewal even in absence of LIF. Induction of C3G during early stages of EB differentiation, failure of post-implantation development of C3G null embryos [7], and failure to form cysts in C3G embryoid bodies suggest that C3G expression is crucial for exit from a pluripotent state to enable gastrulation and commitment to three germ layers. We propose that expression of C3G in the early stage of differentiation is essential for suppression of pSTAT3, KLF4, and ESRRB, to permit timely expression of differentiation factors and lineage commitment.

While C3G null cells continue to self-renew, they proliferate slower, with an elongated G1 phase, compared to WT cells, indicating that absence of C3G compromises proliferation as well as differentiation. In mESCs, the undifferentiated state can persist, even with an elongated G1 phase resulting from deregulated expression of cell cycle genes [54]. Loss of C3G impacts the expression of cell cycle genes in epithelial cells and myocytes [16, 17, 55], and could be playing a similar role in mESCs.

In MEFs, C3G regulates adhesion-dependent on its catalytic activity [7]. Though C3G deficient MEFs did not differ in MAPK activation induced by cell adhesion or EGF stimulation, activation of Drosophila C3G resulted in cell fate changes, and over-proliferation during development mediated by MAPK [56]. In hematopoietic progenitors, Rap1 activation significantly enhanced ERK activation [57]. Also, EGF induced plasma membrane ERK activation, and cell morphology changes involve Rap1 [58]. C3G dependent signaling through activation of Rap is required for integrin-dependent adhesion [59]. Integrin and FAK engagement can also activate ERK1/2 in many cell types [60]. The shared pattern of gene expression changes seen in C3G KO cells, and mouse ESCs treated with MEK inhibitors provides additional evidence that C3G could be regulating ERK activation triggered by growth factors, and integrin engagement.

How C3G engages various downstream effectors in mESCs resulting in the observed molecular changes, and the cause-effect relationships await further investigation. Several properties of C3G may be responsible for its function in mESCs. C3G localizes to the mother centriole and regulates centriole division and primary cilia length, which can impact cell fate decisions [55]. In addition to its role in cytoplasmic signaling, it undergoes regulated nucleo-cytoplasmic exchange and regulates chromatin modifications, and mRNA splicing, important for temporal changes in gene expression [61, 62]. Together, our results suggest that C3G plays multifunctional roles in mESC differentiation. On one hand, it participates in the restriction of differentiation inhibitory pathways involving STAT3, Klf4, and Esrrb to make ESCs permissive for differentiation. On the other hand, it activates ERK and FAs, to enable lineage commitment.

In summary, our study reveals the essential role of C3G in the modulation of growth factor, cytokine, and adhesion signaling pathways to restrict naïve pluripotency factors, and activate gene regulatory networks, to regulate the delicate balance between self-renewal and differentiation of pluripotent stem cells.

## Supplementary Information

ESM 1 (DOCX 19 kb)

ESM 2 (JPEG 1.55 mb)

ESM 3 (JPEG 3.54 mb)

ESM 4 (JPEG 746 kb)

ESM 5 (JPEG 1.43 mb)

ESM 6 (JPEG 1.12 mb)

# Supplementary material for: C3G Regulates STAT3, ERK, Adhesion Signaling, and Is Essential for Differentiation of Embryonic Stem Cells
**Source:** Stem Cell Rev Rep. 2021 Feb 23;17(4):1465–77. doi: 10.1007/s12015-021-10136-8
**Supplement:** Supplementary file 1

**Supplemental Information**

**SUPPLEMENTAL EXPERIMENTAL PROCEDURES**

**Immunostaining**

Cells were fixed with 4% paraformaldehyde for 10 min and cells were washed with PBS containing .1% triton X100 (PBST). The cells were blocked with 4% BSA in PBST for 1hr followed by appropriate primary antibody incubation overnight at 4°C. Cells are washed twice in PBST and was incubated with corresponding secondary antibodies at room temperature for 1hr. After two washes in PBST the cells were mounted in Vectashield and images were taken using Zeiss Axio Observer microscope.

**Supplementary Table-1**

| **REAGENT or RESOURCE** | **SOURCE** | **IDENTIFIER** |  |
| --- | --- | --- | --- |
| **Cell Lines** | | | |
| E14Tg2a |  |  |  |
| E14Tg2a C3G-/- | This paper |  |  |
| **Plasmids** | | | |
| C3G CRISPR/Cas9 KO Plasmid (m) | Santa Cruz | sc-430750 |  |
| C3G HDR Plasmid (m) | Santa Cruz | sc-430750-HDR |  |
| pFBEK C3G | This paper |  |  |
| **Antibodies** | | | |
| Rabbit anti-NANOG | CST | Cat# 8822, RRID:AB_11217637 |  |
| Rabbit anti-Oct-4 | CST | Cat# 2840, RRID:AB_2167691 |  |
| Rabbit anti-ESRRB | INVITROGEN | Cat# PA1-315, RRID:AB_2100260 |  |
| Goat anti-Klf-4 | R&D Systems | Cat# AF3158, RRID:AB_2130245 |  |
| Rabbit anti-Phospho Stat-3 (tyr705) | CST | Cat# 9131, RRID:AB_331586 |  |
| Mouse anti-Stat-3 | CST | Cat# 9139, RRID:AB_331757 |  |
| Rabbit anti-Sox-2 | CST | Cat# 23064, RRID:AB_2714146 |  |
| Phospho Paxillin | CST | 69363 |  |
| Paxillin | CST | Cat# 2542, RRID:AB_10693603 |  |
| Rabbit anti-Phospho-p44/42 MAPK(Erk1/2) | CST | Cat# 9101, RRID:AB_331646 |  |
| P44/42 MAPK (Erk1/2) | CST | Cat# 9107, RRID:AB_10695739 |  |
| Rabbit anti-FAK | CST | Cat# 3285, RRID:AB_2269034 |  |
| Rabbit anti-Phospho-FAK (Tyr397) | CST | Cat# 3283, RRID:AB_2173659 |  |
| Rabbit anti E-Cadherin | CST | Cat# 3195, RRID:AB_2291471 |  |
| Rabbit anti-Integrin β-1 | Chemicon | Cat# AB1952P, RRID:AB_571025 |  |
| Mouse anti-C3G | In house antibody | 3F6 |  |
| Mouse anti-β-Actin | Millipore | Cat# MAB1501, RRID:AB_2223041 |  |
| Mouse anti-GAPDH | Millipore | Cat# MAB374, RRID:AB_2107445 |  |
| Sheep anti-Mouse IgG HRP | GE-Amersham | Cat# NA931, RRID:AB_772210 |  |
| Donkey anti-Rabbit IgG HRP | GE-Amersham | Cat# NA9340-1ml, RRID:AB_772191 |  |
| Anti-Goat IgG HRP | SantaCruz | Cat# sc-2020, RRID:AB_631728 |  |
| Donkey anti-Rabbit IgG Alexa Fluor Plus 647 | INVITROGEN | Cat# A32795, RRID:AB_2762835 |  |
| Donkey anti-Mouse IgG Alexa Fluor Plus 488 | INVITROGEN | Cat# A32766, RRID:AB_2762823 |  |
| **Softwares** | | | |
| Prism 8.0.0 | Graphpad | www.graphpad.com |  |
| ImageJ | Schneider, et al., 2012 | https://downloads.imagej.net/fiji/ |  |
| Zen | Carl Zeiss Microsystems | https://www.zeiss.com/microscopy/us/products/microscope-software/zen.html |  |
| OpenCFU | Geissmann., 2013 | http://opencfu.sourceforge.net/ |  |
| **Reagents** | | |  |
| Leukocyte Alkaline Phosphatase Kit | Sigma | 86R-1KT |  |
| P3 Primary Cell 4D-NucleofectorTM X Kit L | Lonza | V4XP-3024 |  |
| RNAiso Plus | TaKaRa | Cat # 9108/9109 |  |
| First-strand cDNA synthesis Kit | TaKaRa | Cat # 6110A |  |
| Gelatin | Sigma | Cat # G1890 |  |
| GMEM | Sigma | Cat # G6148 |  |
| NEAA | Gibco | Cat # 11140-050 |  |
| Sodium pyruvate | Sigma | Cat # P5280 |  |
| β-mercaptoethanol | Sigma | Cat # M3148 |  |
| FBS | Gibco | Cat #10270-106 |  |
| VECTASHIELD® Antifade Mounting Media | Vector Laboratories | Cat # H-1200 |  |

**Supplementary Table-2**

| **Gene** | **Primer Sequence** |
| --- | --- |
| **Oct-4** | GTGGAGGAAGCCGACAACAATGA |
|  | CAAGCTGATTGGCGATGTGAG |
| **Nanog** | TGGTCCCCACAGTTTGCCTAGTTC |
|  | CAGGTCTTCAGAGGAAGGGCGA |
| **Klf-4** | GTGCAGCTTGCAGCAGTAAC |
|  | AGCGAGTTGGAAAGGATAAAGTC |
| **Esrrb** | TCTTCCCAGCTCCCACAGTA |
|  | CCCCATGCAAGCTTCGTAGT |
| **Sox-2** | TTTTCTAGTCGGCATCACCG |
|  | ACAAGAGAATTGGGAGGGGT |
| **Nestin** | GAAGGTGGGCAGCAACTGGCA |
|  | AGCTTCAGCTTGGGGTCAGGAA |
| **Gata-5** | CGTGGCACCCACTCGCATGC |
|  | GCTGTGAGCGAACGGGAAGGT |
| **Gata-6** | TTGCTCCGGTAACAGCAGTG |
|  | GTGGTCGCTTGTGTAGAAGGA |
| **GAPDH** | CAACGGCACAGTCAAGGCCGA |
|  | CCCTTCAAGTGGGCCCCGG |
| **Otx-2** | GGCCTCACTTTGTTCTGACC |
|  | CTTCATGAGGGAAGAGGTGG |
| **Brachyury (T)** | GTGGTGTGTAATGTGCAGGG |
|  | ATAACGCCAGCCCACCTACT |
| **Eomes** | ACCAAAACACGGATATCACCCAGC |
|  | GGGACAATCTGATGGGATCTAGGGG |
| **Sox-17** | CGCACGGAATTCGAACAGTA |
|  | GTCAAATGTCGGGGTAGTTG |
| **C3G C-Terminal** | GTCAAATGTCGGGGTAGTTG |
|  | CCACCGCTTGGAGAAGTT |
| **C3G N-Terminal** | AAAGCAGACTCTCAGCGTTCT |
|  | TCTCAGGAATCTTCGACACCTC |
|  |  |

How the deposited data were processed for this re-analysis (not part of the article)

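RNA sequencing of mouse ES cells was re-analysed from the deposited table, with 3 samples of WT cells and 2 samples of C3G null cells. The table gives TPM values for 142647 Ensembl transcripts. The TPM were made by the authors, who checked the reads with FastQC and aligned them to GRCm38 with STAR. As deposited, the TPM sum to between 999998 and 1000001 per sample, are rounded to 2 decimals and include small non-coding RNAs. The paper's text does not name the tool that turned the alignments into TPM. Read counts are not in the table, so the depth per sample and the counting error of a value are unknown, and the paper's own test of differential expression could not be repeated. The number of samples limits the precision. The clones behind the C3G null samples are not named in the paper's text, so the p-values may not cover the spread between clones.

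Of the transcripts, 141524 were matched to the annotation of GRCm38 and 1123 were not, and TPM were summed by gene symbol to 55147 symbols, of which 113 hold more than 1 gene identifier. Genes with a TPM of at least 1 in at least 2 samples were kept, 12518 in all. C3G null and WT cells were compared with limma (version 3.58.1, R 4.3.3) on log2(TPM + 1) with a mean-variance trend, two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. An adjusted p printed with a gene is from this test. The prior degrees of freedom of the test were infinite for TPM as deposited, 3.11 after median-of-ratios scaling and 3.95 after the length and GC correction, so p-values of TPM as deposited do not use the spread of the single gene. Gene lists with at least 5 tested genes, 26 in all, were compared with all other tested genes by limma's camera with an inter-gene correlation of 0.01 and adjusted over the lists. They were written down from the paper's figures, from gene names of families and from general knowledge. Splits of the samples into other groups were not tested because the C3G null group has only 2 samples.

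The comparison, the gene lists and the alternatives were fixed before the data were examined, apart from scaling to protein-coding TPM, the ratio to Gapdh, leaving out the genes of chromosome 14, log2 ratios of mean TPM without a pseudocount, windows of 10 Mb along the chromosomes and fry on centred samples, which were added after seeing the data. The alternatives were pseudocounts of 0.1 and 5, no filter, a filter of 5 TPM, median-of-ratios scaling, quantile normalization, limma without the trend, a log2 fold change beyond 0.5, unadjusted p-values, each sample left out in turn, a replicate block, a correction for transcript length and GC content, both of these together, fry, and camera with an estimated correlation. The length and GC correction subtracted from each sample of TPM as deposited a smooth trend with a span of 0.5. It also removed the shift of all genes, with a median log2 fold change of 0.0074 left. The Spearman correlation of log2 fold change with length was taken across genes, which are not independent replicates. It was -0.31 after median-of-ratios scaling and -0.00487 after the correction, where it is near 0 by construction. Without a C3G null sample only 1 sample is left in that group, so fold changes but no p-values were computed.

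The genes named in the text follow a rule. It takes the genes of the paper's figures and text, family members of Fgf and Fgfr past the threshold, the 2 largest rises and falls past the threshold in each list, and the 5 largest rises and falls among genes with a mean TPM of at least 5 in the higher group and no overlap between WT and C3G null samples. Genes named beyond this rule are marked as such, and some genes that the rule takes are left out of the text. The procedure was tested on simulated data with 200 changed genes, as many raised as lowered. All genes of the C3G null samples were also lowered by a common factor. With median-of-ratios scaling 97.5% of the changed genes were recovered with 10 other calls, and with TPM as deposited the same percentage was recovered with 11663 other calls. The scaling removes a common factor by construction. How it does with unequal shifts, a length trend or many changed genes was not simulated. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Measurements of the paper without deposited data, such as quantitative PCR, Western blots, embryoid bodies, teratomas and MEK inhibitor treatment, were left out.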

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

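All tests in this part were chosen after the result was seen.

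Small non-coding RNAs took a mean of 73.7% of the TPM in C3G null cells and 64.5% in WT, a class of RNA the paper does not discuss. Both C3G null samples lay above all WT samples, but this class was counted with ribosomal RNA, including that of mitochondria. Ribosomal RNA held 5.48% of the TPM in WT 3 and 8.75% in C3G null 2. Without it, C3G null 2 would not lie above WT 3. The log2 ratio of the mean protein-coding share was -0.46, and the median log2 fold change of the tested protein-coding genes was -0.57. As TPM have a fixed total, these values describe one shift, and a gain of small RNAs cannot be told apart from a loss of other RNA. The rise was not confined to small RNAs. After median-of-ratios scaling and without ribosomal protein and oxidative phosphorylation genes, the median log2 ratio of 62 protein-coding genes with transcripts under 500 nt was 0.62, and it was 0.25, 0.070, -0.014 and -0.11 in bins of growing length. Histone genes, described below, were not among those left out, so the value of the shortest bin may reflect their rise as well. More short molecules in the C3G null libraries, which may come from the handling of the RNA or from the cells, are a candidate source. Less messenger RNA per cell cannot be told apart from it, since TPM carry no amount per cell, and the protein-coding share of 22.3% in C3G null cells shows only a proportion. Both C3G null samples were shifted, C3G null 1 more than C3G null 2, and whether the groups were prepared together is not named in the paper's text. 7S RNA, one of the small RNAs, held 20.54%, 21.16% and 29.15% of the TPM in WT 1 to 3. It held 36.33% in C3G null 1 and 21.04% in C3G null 2, so it lay above WT in C3G null 1 only.

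Genes on chromosome 14 between 40 and 80 Mb were lower in C3G null cells, in a region that the paper does not discuss. After median-of-ratios scaling the median log2 ratio of 194 genes with a mean TPM of at least 2 was -0.94, with -0.98 in C3G null 1 and -0.90 in C3G null 2. It was -0.82 between 40 and 66 Mb and -1.32 between 66 and 80 Mb. Scaling of the samples would move all chromosomes. The median of the other chromosomes, 0.036, cannot test this, since the scaling moved that of all tested genes to 0.0052. As deposited, before this scaling, chromosome 14 as a whole had a median of -0.37 relative to all tested genes. Chromosome 13, the next largest in size, had 0.085. Gene length or GC bias would have been removed by the correction for them, but the median of the segment was -0.99 after it. A few strongly changed genes are not enough, since 94.8% of the genes were lower. A lower number of DNA copies of this segment in the C3G null cells, which were derived through the targeting of the C3G gene on another chromosome, is a candidate explanation. 93.8% of the genes were lower in both C3G null samples, against 35.7% on other chromosomes. The paper calls these samples independent and does not name the clones they came from. If they share a clone, the fall in both is no replication. An effect of the clone then cannot be told apart from loss of C3G. A change of transcription over the region without a change of copies cannot be told apart from this, because no DNA was measured. Between 0 and 38 Mb of the chromosome the median was 0.032. Of the tested genes in the segment, 215 of 251 were lower past the threshold after median-of-ratios scaling, among 2083 lower genes in all. Bmp4, Fgf17, Rb1, Socs4, Mrpl57 and Mrpl52 lie there, so their lower TPM may follow from the position and not from C3G signaling. The fall of Bmp4, -2.25 after scaling, exceeded the quartiles of the genes between 40 and 66 Mb, -1.02 and -0.56. Position may account for only a part of it.

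On chromosome 13 between 20 and 24 Mb genes were higher, also outside the genes that the paper discusses. The median log2 ratio of 63 genes was 0.72 after median-of-ratios scaling, with 0.76 in C3G null 1 and 0.58 in C3G null 2. A difference in DNA copies would raise all genes of the region, but the median of the 11 genes there that are not histone genes was 0.073. The 52 histone genes had a median of 0.76, and 12 histone genes on other chromosomes had 0.81, which is consistent with a rise of histone transcripts as a class. Gene length or GC bias does not account for all of it, since the region's median was 0.40 after the correction, but a part of the rise was removed. Histone transcripts are short and many are near-identical copies, so values of single genes are uncertain. Why the class rose was not tested.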

How the results depend on the processing

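The direction and call of the lower TPM of Itgb1 and Fgfr1 were kept with TPM as deposited and each other pseudocount, filter, scaling and correction, except that the calls were lost with the replicate block alone. Leaving out a C3G null sample allows no call and kept the direction. Rapgef1 likewise passed in each of these, except in both fits with a replicate block. Over all alternatives with a test, the adjusted p were from 0.000249 to 0.173 for Rapgef1, from 3.28e-05 to 0.147 for Fgfr1, from 1.05e-06 to 0.0531 for Itgb1 and from 0.00168 to 0.997 for Fgf4. The log2 fold change of Rapgef1 was from -0.24 to -1.15 over each pseudocount, scaling and correction alone, and -0.22 with the correction and the replicate block. Over the alternatives at an adjusted p under 0.05, the number of higher genes moved furthest with median-of-ratios scaling, to 1760, through the shift of all TPM, and the number of lower genes with the replicate block, to 1023. Depth is unknown, so how far low TPM limit a result cannot be given. The cause of a change named below was not tested unless it is stated.

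Without the filter, 33039 genes were tested, and 96 genes were higher and 2111 lower, with 3 Fgf and Fgfr family genes past the threshold, 0 pluripotency genes past the threshold and 0 pluripotency genes adjusted over the list alone. The sign of relative medians turned, to -0.39 for pluripotency, -0.0099 for glycolysis, 0.11 for extraembryonic endoderm, -0.15 for primed epiblast, -0.42 for G1/S, -0.17 for ribosomal protein, -0.26 for mitochondrial ribosomal protein, -0.15 for oxidative phosphorylation, 0.088 for claudin and 0.057 for Fgf and Fgfr. Of these, extraembryonic endoderm and G1/S then passed the threshold, and glycolysis, primed epiblast, ribosomal protein, mitochondrial ribosomal protein, oxidative phosphorylation and claudin lost the call. New calls of lists in the same direction had medians of -0.51 for ERK pathway, -0.72 for STAT3 target, -0.47 for STAT3 regulator, -0.79 for other genes of the paper and -0.63 for laminin. The relative median of chromosome 14 turned to 0.034. It then did not pass the threshold. The median of all genes was then -0.13, so the relative medians moved by construction. At an unadjusted p under 0.05, 11 pluripotency genes passed. With the filter at 5 TPM fewer genes, 7525, were tested, and 97 genes were higher and 4098 lower, with 2 Fgf and Fgfr family genes past the threshold, 11 Fig. 3a genes with the plotted direction and 3 Fgf and Fgfr family genes adjusted over the list alone. With a pseudocount of 0.1 list medians newly past the threshold in the same direction were -0.53 for laminin. Calls of lists were lost at medians of 0.32 for primed epiblast. With a pseudocount of 5 relative medians of lists turned sign to -0.11 for pluripotency, -0.063 for G1/S and 0.066 for Fgf and Fgfr. Without the trend in limma 115 genes were higher and 4486 lower, with 5 pluripotency genes past the threshold and 3 pluripotency genes adjusted over the list alone. Lists that then passed in the same direction had medians of -0.30 for STAT3 target and -0.47 for laminin.

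After median-of-ratios scaling 1760 genes were higher and 2083 lower, with 9 pluripotency genes adjusted over the list alone. The sign of log2 fold changes turned, to 0.021 for Eomes, 0.60 for Mapk3, 0.40 for Gapdh, 0.18 for Pou5f1, 0.23 for Sox2, 0.29 for Nanog, 0.12 for Esrrb, 0.060 for Fgfr2 and 0.081 for Rps27a. Of these, Mapk3 then passed the threshold, and Fgfr2 and Rps27a lost the call. The log2 fold change of Fgf4 passed, with 0.73. New calls of lists in the same direction had medians of 0.14 for pluripotency and -0.21 for STAT3 target. Above 0 were the medians not set against all genes, at 0.40 for ribosomal protein, 0.27 for mitochondrial ribosomal protein, 0.37 for oxidative phosphorylation and 0.56 for glycolysis. With quantile normalization 1608 genes were higher and 1832 lower, with 9 pluripotency genes adjusted over the list alone. Log2 fold changes turned sign to 0.088 for Eomes, 0.57 for Mapk3, 0.049 for Sox2, 0.12 for Nanog and 0.10 for Fgfr2. Of these, Mapk3 then passed the threshold, and Fgfr2 lost the call. Fgf4 passed the threshold, with a log2 fold change of 0.66. The sign of relative medians turned, to -0.073 for G1/S and -0.100 for ribosomal protein. Of these, ribosomal protein lost the call. List medians newly past the threshold in the same direction were -0.24 for STAT3 target. List medians no longer past the threshold were 0.20 for glycolysis. Medians not set against all genes rose above 0, to 0.21 for mitochondrial ribosomal protein, 0.18 for oxidative phosphorylation and 0.22 for glycolysis. With scaling to protein-coding TPM, chosen after seeing the data, 707 genes were higher and 3732 lower, with 8 pluripotency genes adjusted over the list alone. The sign of log2 fold changes turned, to 0.39 for Mapk3, 0.18 for Gapdh, 0.011 for Sox2 and 0.074 for Nanog. Of these, Mapk3 then passed the threshold. The log2 fold change of Fgf4 passed, with 0.52. Lists that then passed in the same direction had medians of 0.11 for pluripotency and -0.24 for STAT3 target. Lists that lost their call had medians of -0.48 for collagen. Above 0 were the medians not set against all genes, at 0.18 for ribosomal protein, 0.057 for mitochondrial ribosomal protein, 0.16 for oxidative phosphorylation and 0.34 for glycolysis.

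After the length and GC correction 1239 genes were higher and 1601 lower. The correction also removed the shift of all genes, so a turned sign or new call of a gene may come from that and not from length or GC. Log2 fold changes turned sign to 0.26 for Eomes, 0.55 for Mapk3, 0.24 for Gapdh, 0.031 for Pou5f1, 0.082 for Sox2, 0.13 for Nanog, 0.15 for Esrrb and 0.053 for Fgfr2. Of these, Mapk3 then passed the threshold, and Fgfr2 lost the call. Fgf4 passed the threshold, with a log2 fold change of 0.67. Relative medians of lists turned sign to 0.026 for extraembryonic endoderm. New calls of lists in the same direction had medians of -0.20 for STAT3 target. Calls of lists were lost at medians of 0.044 for ribosomal protein and -0.22 for collagen. Medians not set against all genes rose above 0, to 0.052 for ribosomal protein, 0.085 for mitochondrial ribosomal protein, 0.096 for oxidative phosphorylation and 0.44 for glycolysis. The replicate numbers of WT and C3G null samples do not pair them, since the deviations of samples with one number had a correlation of -0.15 for number 1 and 0.17 for number 2 across genes, so calls lost with a block are no measure of weaker effects. At an unadjusted p under 0.05, 2 pluripotency genes passed with the replicate block. With the replicate block 69 genes were higher and 1023 lower, with 3 Fgf and Fgfr family genes past the threshold, 0 pluripotency genes past the threshold, 33 Fig. 4a genes lower past the threshold, 3 Fgf and Fgfr family genes adjusted over the list alone and 0 pluripotency genes adjusted over the list alone. The log2 fold changes lost as calls were -1.07 for Rapgef1, -1.18 for Fgfr1 and -1.49 for Itgb1. List medians no longer past the threshold were 0.22 for primed epiblast. With the replicate block and the length and GC correction together 1081 genes were higher and 1448 lower. The sign of log2 fold changes turned, to 0.23 for Eomes, 0.53 for Mapk3, 0.25 for Gapdh, 0.11 for Pou5f1, 0.0024 for Sox2, 0.15 for Nanog, 0.15 for Esrrb and 0.045 for Fgfr2. Of these, Mapk3 then passed the threshold, and Fgfr2 lost the call. The log2 fold change of Fgf4 passed, with 0.67. Lost past the threshold were the log2 fold changes of -0.22 for Rapgef1. The sign of relative medians turned, to 0.053 for extraembryonic endoderm. List medians newly past the threshold in the same direction were -0.18 for STAT3 target. Lists that lost their call had medians of -0.23 for collagen. Above 0 were the medians not set against all genes, at 0.086 for ribosomal protein, 0.10 for mitochondrial ribosomal protein, 0.12 for oxidative phosphorylation and 0.47 for glycolysis.

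With camera's correlation estimated, calls of lists were lost at medians of -0.61 for Fig. 4a, -1.27 for Fig. 3a, -0.18 for PI3K/AKT, -0.23 for cancer, -0.30 for ERK target, 0.41 for glycolysis, -1.14 for SRF and YAP target, -0.80 for fibroblast, 0.23 for primed epiblast, -0.55 for 2-cell-like, -0.63 for BMP target, 0.25 for ribosomal protein, 0.16 for mitochondrial ribosomal protein, 0.24 for oxidative phosphorylation, -0.57 for integrin, -0.48 for collagen and -0.87 for claudin. Their adjusted p were from 0.311 to 0.865. With fry on TPM as deposited, which tests against no change and not against other genes, the signs of the medians themselves count, and these were -0.52 for pluripotency, -0.14 for glycolysis, -0.31 for primed epiblast, -0.54 for G1/S, -0.30 for ribosomal protein, -0.39 for mitochondrial ribosomal protein and -0.30 for oxidative phosphorylation. Of these, glycolysis, primed epiblast, ribosomal protein, mitochondrial ribosomal protein and oxidative phosphorylation lost the call. With fry on centred samples, chosen after seeing the data, the direction of the test was opposite to the median for lists with -0.11 for ERK pathway, -0.18 for extraembryonic endoderm, 0.0083 for G1/S and -0.059 for Fgf and Fgfr. Of these, Fgf and Fgfr then passed the threshold. Lists that then passed in the same direction had medians of -0.30 for STAT3 target and -0.47 for laminin. List medians no longer past the threshold were 0.25 for ribosomal protein. Without the genes of chromosome 14, chosen after seeing the data, relative medians of lists turned sign to 0.022 for Fgf and Fgfr. New calls of lists in the same direction had medians of -0.47 for laminin. Lists that lost their call had medians of 0.14 for primed epiblast.

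Across the 3 fits that each left out one WT sample there were from 94 to 130 genes higher, from 2132 to 5054 genes lower, from 2 to 4 pluripotency genes past the threshold and from 0 to 2 pluripotency genes adjusted over the list alone, with fewer samples tested. At an unadjusted p under 0.05, 3, 5 and 8 pluripotency genes passed without WT replicate 1, 2 and 3. Across the 5 fits that each left out one sample, the log2 fold changes were from -1.22 to -0.81 for Rapgef1, from -0.29 to 0.42 for Fgf4 and from -1.76 to -1.11 for Itgb1. The relative list medians were from -0.69 to -0.58 for Fig. 4a, from -1.33 to -1.22 for Fig. 3a, from -0.071 to 0.15 for pluripotency, from -0.26 to -0.22 for cancer, from -0.13 to -0.062 for ERK pathway, from -0.11 to -0.029 for STAT3 regulator, from 0.30 to 0.55 for glycolysis, from -1.24 to -1.07 for SRF and YAP target, from -0.89 to -0.66 for fibroblast, from -0.26 to -0.088 for extraembryonic endoderm, from 0.11 to 0.36 for primed epiblast, from -0.023 to 0.030 for G1/S, from -0.43 to -0.18 for other genes of the paper, from -0.60 to -0.49 for integrin, from -0.63 to -0.30 for laminin, from -0.56 to -0.37 for collagen and from -0.11 to -0.0047 for Fgf and Fgfr. The primed epiblast list no longer passed without WT replicate 2 or 3. The glycolysis median not set against all genes was from -0.46 to 0.21, above 0 without C3G null replicate 1, and the relative median of chromosome 14 was from -0.42 to -0.34. Among the lists, the sign turned for G1/S genes without WT replicate 1 and without C3G null replicate 2 and for pluripotency genes without C3G null replicate 2.

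Of the single genes named that kept their direction, the calls lost were 23 without the filter, 1 with the filter at 5 TPM, 2 with a pseudocount of 5, 4 without the trend, 9 after median-of-ratios scaling, 6 after quantile normalization, 4 with scaling to protein-coding TPM, 16 after the length and GC correction, 25 with the replicate block, 17 with both, 13 without WT replicate 1, 14 without WT replicate 2 and 9 without WT replicate 3. The calls gained were 4 after median-of-ratios scaling, 4 after quantile normalization, 4 with scaling to protein-coding TPM, 4 after the length and GC correction and 4 with both and 1 as a ratio to Gapdh. As log2 ratios of mean TPM without a pseudocount, chosen after seeing the data, 7 of the fold changes compared with Fig. 3a moved by more than the replicate SD, and 6 with median-of-ratios scaling in addition.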

Differences from the paper's values

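The paper tested its genes with DESeq2, and the legend of Fig. 3a marks p < 0.05 without stating an adjustment. The counts as deposited therefore differ from the paper's in the test and perhaps in the threshold, so a gap between them is no conflict in itself. The paper reports 2657 genes with higher expression in C3G null cells, and 181 were found here with TPM as deposited. None of the alternatives set before the data were examined, at an adjusted p under 0.05, brought this count within 1.5 times the paper's value. Median-of-ratios scaling came closest, with 1760. The paper reports 3140 genes with lower expression, and 7109 were found here. With no filter (2111), the stricter filter (4098), limma without the trend (4486), without WT replicate 1 (2584) and without WT replicate 2 (2132) the count of lower genes was within 1.5 times the paper's, and with the other alternatives set before the data were examined it was not. Scaling to protein-coding TPM, chosen after seeing the values, gave 3732 lower genes. Both counts together were within 1.5 times the paper's at an unadjusted p under 0.05 after median-of-ratios scaling, with 2701 higher and 2791 lower genes, and after quantile normalization, with 2595 and 2587, and, after the length and GC correction, with 2168 and 2408, or 1980 and 2275 with the replicate block added, combinations chosen after seeing the values.

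The alternatives compared gene by gene next are those set before the data were examined. For Thbs1 the paper's log2 fold change is about -4.5 in Fig. 3a, read by eye, and the value here was -3.66. None of the alternatives set before the data were examined closed the gap, and a pseudocount of 0.1 gave -4.83. For Flnc the paper's log2 fold change is about -3.2 in Fig. 3a, read by eye, and the value here was -2.89. Without WT replicate 3 it was -3.01, without C3G null replicate 2 it was -3.03 and with the replicate block -3.01, which are within the replicate SD of the paper's value, and the other alternatives were not. For Amotl1 the paper's log2 fold change is about -1.9 in Fig. 3a, read by eye, and the value here was -2.17. Only without C3G null replicate 1 was it within the replicate SD of the paper's value, at -2.03. For Id1 the paper's log2 fold change is about -1.9 in Fig. 3a, read by eye, and the value here was -2.38. A pseudocount of 5 gave -1.76, median-of-ratios scaling -1.76, quantile normalization -1.76, the length and GC correction -1.94 and the correction with the replicate block -1.97. The other alternatives did not close the gap. For Id2 the paper's log2 fold change is about -1.6 in Fig. 3a, read by eye, and the value here was -1.85. It was -1.80 without WT replicate 2, -1.59 without C3G null replicate 1, -1.39 with the length and GC correction and -1.38 with the replicate block in addition, and the gap stayed open with the others. For Cd44 the paper's log2 fold change is about -3.4 in Fig. 3a, read by eye, and the value here was -0.90. None of the alternatives set before the data were examined closed the gap, and a pseudocount of 0.1 gave -2.72. For Otx2 the paper's log2 fold change is about 1.1 in Fig. 3a, read by eye, and the value here was 0.34. Median-of-ratios scaling gave 0.99 and quantile normalization 0.95, and the other alternatives did not close the gap. The log2 ratio of the mean TPM after median-of-ratios scaling, which has no pseudocount and was chosen after seeing the values, was -3.26 for Flnc, -1.94 for Id1, -1.55 for Id2 and 1.07 for Otx2, within the replicate SD of the paper's values, and -4.34 for Thbs1, -2.05 for Amotl1 and -3.22 for Cd44, nearer to the paper's values than with TPM as deposited but not within the SD. The same ratio without scaling, also chosen after seeing the values, was not within the SD for any of these genes.

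In directions and calls, the paper states a significant difference of Fgf4 in C3G null cells and gives no direction. As deposited its log2 fold change was 0.065 and did not pass the threshold. It passed after median-of-ratios scaling (0.73), quantile normalization (0.66), the length and GC correction (0.67), that correction with the replicate block (0.67) and scaling to protein-coding TPM (0.52), the last chosen after seeing the values. The paper lists ribosome and metabolic terms among those of higher genes. The medians of these lists were below 0 as deposited, at -0.30 for ribosomal protein and -0.14 for glycolysis genes, and above 0 relative to all genes or after median-of-ratios scaling. The paper plots 6 named genes above 0 in Fig. 3a. None of the 4 tested passed as deposited, and 4 passed after median-of-ratios scaling. By quantitative PCR the paper found Klf4 and Esrrb higher and Nanog lower. Klf4 was lower past the threshold as deposited, at -1.13, and after median-of-ratios scaling, at -0.51. Esrrb, at -0.57 and 0.12, and Nanog, at -0.39 and 0.29, did not pass in either case. The paper's text describes T (Brachyury), Eomes, Sox17, Gata6 and Otx2 as repressed. T was lower, at -1.56 (adjusted p = 1.35e-11) as deposited and -1.15 (adjusted p = 0.00254) after median-of-ratios scaling. Otx2 did not pass as deposited, at 0.34 (adjusted p = 0.217), and was higher after that scaling, at 0.99 (adjusted p = 0.000460). Eomes, at -0.41 (adjusted p = 0.0611), did not pass, nor did Sox17 and Gata6, which were tested only with no filter, at 0.26 and 0.27 (adjusted p = 0.267 and 0.187). The paper relates lower genes to the ERK pathway and to negative regulators of STAT3. The ERK pathway list had a relative median of -0.11 and that of negative regulators of STAT3 -0.11, and neither passed, but both passed with no filter, at -0.51 and -0.47. The paper found more phosphorylated STAT3, which is a measure of protein and not of RNA. STAT3 target genes had a relative median of -0.30, which did not pass as deposited. After median-of-ratios scaling they passed as lower, at -0.21.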

Other observations

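The tests of explanations, the ratio to Gapdh and the median without Id1 and Id2 in this part were chosen after the result was seen.

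Target genes of SRF and YAP include genes of the actin cytoskeleton. As deposited they had the largest shift in a list drawn up from general knowledge. Genes of fibroblasts had a larger one with a pseudocount of 0.1, -1.67 against -1.39, and with the filter at 5 TPM, -1.71 against -1.17. The relative median of the 22 tested SRF and YAP target genes was -1.14. 22 were lower past the threshold as deposited and 21 after median-of-ratios scaling, and 22 when adjusted over the list alone. A scaling of the samples changed this value, which is relative to all genes, only a little. It was -1.05 after median-of-ratios scaling and -1.07 with scaling to protein-coding TPM. Gene length or GC bias does not account for it, since the median was -1.12 after the correction. Genes of fibroblasts had a median of -0.80 over 13 tested genes, all 13 lower as deposited and 11 after scaling. Fibroblasts among the WT cells would bring abundant collagen transcripts, but the mean of Col1a1 in WT was 1.33 TPM, and Tagln and Acta2 are members of both lists. Fewer differentiated cells of every type in the C3G null cultures would lower the markers of other states too, and cannot be told apart from a change within the cells, because these lists do not decide. Primed epiblast genes had a relative median of 0.23 (camera adjusted p = 0.0448), but as deposited Lef1 was higher and T and Nodal were lower, and without the genes of chromosome 14 the median was 0.14 and did not pass. Germ layer genes had -0.44 over 4 tested genes and extraembryonic endoderm genes -0.18. A lower activity of SRF or YAP in cells that attach and spread less may also underlie the pattern, but cannot be tested with these samples and remains a hypothesis.

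Ribosomal protein genes lay above all genes by 0.25. Gene length or GC bias is a candidate explanation, since 0.044 was left after the correction. It may also account for a part of the values of mitochondrial ribosomal protein and oxidative phosphorylation genes, which were 0.078 and 0.088 after the correction. For glycolysis genes the same bias is not enough, because their relative median was 0.43 after it. No biological explanation was tested beyond the comparison of C3G null with WT cells.

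Id1 and Id2 are targets of BMP signaling. Over 6 tested target genes of BMP the relative median was -0.63 (camera adjusted p = 0.000939), and 4, Id1, Id2, Id3 and Smad6, were lower after median-of-ratios scaling. Without Id1 and Id2, which the study labels in Fig. 3a, the median of the other 4 was -0.15. Bmp4 (chromosome 14 of GRCm38 from 46383520 to 46390669), chosen after its values were seen, had 15.5 ± 1.16 TPM (SD, n = 3) in WT and 1.56 ± 0.962 TPM (SD, n = 2) in C3G null cells and a log2 fold change of -2.25 after this scaling, was lower in both C3G null samples and lies in the segment of chromosome 14 with lower genes. Its fall exceeded the quartiles of the genes between 40 and 66 Mb, -1.02 and -0.56, so the segment may account for only a part of it. Lower Bmp4, from its segment or another cause, could lower Id1 and Id2. This cannot be told apart from another effect of C3G, because the other 4 target genes are few and moved unequally after scaling. They had -0.98 for Id3, -0.37 for Smad6 and no call for the rest, and no sample has one change without the other.

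Genes with quantitative PCR in the paper were also set as a ratio to Gapdh in the same sample. The log2 fold changes of this ratio were -0.22 for Pou5f1, -0.16 for Sox2, -0.095 for Nanog, -0.27 for Esrrb, -0.83 for Klf4, -1.26 for T, -0.11 for Eomes, 0.64 for Otx2 and -1.50 for Nes. Klf4, T, Otx2 and Nes passed the threshold of 0.05 adjusted over all tested genes except Gapdh. Gapdh had 1162 ± 25.3 TPM (SD, n = 3) in WT and 953 ± 192 TPM (SD, n = 2) in C3G null cells. Among 4 tested germ layer genes, T and Nes were lower as deposited, at -1.56 and -1.80, and after median-of-ratios scaling, when Otx2 was higher.

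In other lists the relative medians were as follows. Primed epiblast genes lay 0.23 above all genes (camera adjusted p = 0.0448), with Lef1 higher and T and Nodal lower as deposited. Extraembryonic endoderm genes had -0.18 (camera adjusted p = 0.272), with Cubn higher and Sparc and Col4a2 the largest falls. The median of 6 genes of 2-cell-like cells was -0.55 (camera adjusted p = 0.00578), and 4 of them, Zscan4c, Zscan4d, Zscan4f and Gm5662, were lower after median-of-ratios scaling, but members of the Zscan4 family are near-identical copies and their values are uncertain. G1/S genes had 0.0083 (camera adjusted p = 0.337), with Rb1 and Cdkn2b the largest falls. STAT3 target genes had -0.30 (camera adjusted p = 0.0747), with Junb and Gbx2 the largest falls. This list passed as lower after median-of-ratios scaling (-0.21, camera adjusted p = 0.0370) and after the length and GC correction (-0.20, camera adjusted p = 0.0395). With the correlation estimated from the residuals it did not pass after median-of-ratios scaling (camera adjusted p = 0.462). The Fgf and Fgfr family had -0.059 (camera adjusted p = 0.842). Ribosomal protein genes with the largest falls were Rps16 and Rps27a, and oxidative phosphorylation genes with the largest falls were Ndufa13 and Uqcrb. Of 4 Y-linked genes 3 were tested. None passed as deposited (1 was lower at an unadjusted p under 0.05), and Eif2s3y and Uty were higher after scaling, and all 3 had TPM above 0 in every sample.

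Other genes that the paper names moved as follows. As deposited the log2 fold changes were -0.046 for Mapk3, -0.69 for Stat3, -0.86 for Ptk2, -1.0 for Pxn, -1.04 for Actb and -0.98 for Cdh1. After median-of-ratios scaling they were 0.60, -0.070, -0.22, -0.42, -0.34 and -0.30 in the same order, with Mapk3 and Pxn past the threshold. The 12 genes of this list had a relative median of -0.37 (camera adjusted p = 0.427).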
